# Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds

**DOI:** 10.1534/g3.111.001602

**Published:** 2012-02-01

**Authors:** Wei Sun, Seunggeun Lee, Vasyl Zhabotynsky, Fei Zou, Fred A. Wright, James J. Crowley, Zaining Yun, Ryan J. Buus, Darla R. Miller, Jeremy Wang, Leonard McMillan, Fernando Pardo-Manuel de Villena, Patrick F. Sullivan

**Keywords:** Mouse Genetic Resource, Mouse Collaborative Cross, mouse, gene expression, whole brain, forebrain, hindbrain, sequence variation

## Abstract

Mouse models play a crucial role in the study of human behavioral traits and diseases. Variation of gene expression in brain may play a critical role in behavioral phenotypes, and thus it is of great importance to understand regulation of transcription in mouse brain. In this study, we analyzed the role of two important factors influencing steady-state transcriptional variation in mouse brain. First we considered the effect of assessing whole brain *vs.* discrete regions of the brain. Second, we investigated the genetic basis of strain effects on gene expression. We examined the transcriptome of three brain regions using Affymetrix expression arrays: whole brain, forebrain, and hindbrain in adult mice from two common inbred strains (C57BL/6J *vs.* NOD/ShiLtJ) with eight replicates for each brain region and strain combination. We observed significant differences between the transcriptomes of forebrain and hindbrain. In contrast, the transcriptomes of whole brain and forebrain were very similar. Using 4.3 million single-nucleotide polymorphisms identified through whole-genome sequencing of C57BL/6J and NOD/ShiLtJ strains, we investigated the relationship between strain effect in gene expression and DNA sequence similarity. We found that *cis*-regulatory effects play an important role in gene expression differences between strains and that the *cis*-regulatory elements are more often located in 5′ and/or 3′ transcript boundaries, with no apparent preference on either 5′ or 3′ ends.

The mouse is widely used as a model organism for human behavior studies because of the ability to manipulate its genome, to access brain tissues, and to effectively measure mouse behavior phenotypes (Bucan and Abel 2002). Among the many approaches to the dissection of the genetic/molecular basis of behavior phenotypes, the study of transcriptome in mouse brain has been commonly used and effective (Fernandes *et al.* 2004; Nadler *et al.* 2006). Here, we aimed to assess the role of two important factors on variation of gene expression: the effects of strain and brain region. In a few studies authors have assessed the effects of strain and/or brain region using microarray gene expression data. In an early study on six brain regions of mouse strain 129SvEv and C57BL/6 investigators found that only 1% to 2% of genes are differentially expressed across brain regions or strains (Pavlidis and Noble 2001), but this result can be partly attributed to small sample size and conservative thresholding. A study of hippocampal gene expression in eight mouse strains reported >200 genes showing strain differences (Fernandes *et al.* 2004). Su and coworkers reported a gene expression atlas across multiple human and mouse tissues including several mouse brain regions (Su *et al.* 2004). Regional differences in gene expression have been shown to reflect the embryologic imprint (Zapala *et al.* 2005). A larger study of gene expression differences across seven brain regions and 10 strains identified more than 9000 transcripts differentially expressed across brain regions and more than 6000 transcripts showing strain effects (Nadler *et al.* 2006). In addition, an anatomically comprehensive digital atlas by *in situ* hybridization has been reported (Lein *et al.* 2007).

In this article, we studied strain and brain region effects from different perspectives. First, assuming that previous knowledge is limited and resources are insufficient to assess gene expression in a large number of discrete brain regions, we tested the effect of assessing steady-state transcription in whole brain *vs.* in forebrain. Second, to determine the effect of genetic diversity on differential gene expression we evaluated two common inbred strains, C57BL/6J *vs.* NOD/ShiLtJ. We selected these strains because they are among the founders of new genetic resource populations known as the Collaborative Cross and the Diversity Outcross (Collaborative Cross Consortium 2012; Svenson *et al.* 2012). The level of sequence similarity varies widely across the genome ranging from complete identity by descent in some regions to regions with haplotypes derived from different house mouse subspecies (Yang *et al.* 2011). Furthermore, C57BL/6J has been sequenced and used to assemble the mouse reference genome (Waterston *et al.* 2002), and NOD/ShiLtJ is among the 17 inbred strains recently sequenced by the Wellcome Trust/Sanger Institute (Keane *et al.* 2011).

We found that although there are significant differences between transcriptomes of forebrain and hindbrain, whole brain and forebrain are very similar. Transcripts with stronger strain effects were significantly more likely to be located in genomic regions of high genetic diversity between strains. Among approximately 4100 transcripts with variable levels of sequence similarity between C57BL/6J and NOD/ShiLtJ, those with high level of sequence similarity at the 5′ and/or 3′ region of the transcripts were less likely to be differentially expressed. These findings strongly suggest that *cis*-regulatory effects play an important role in gene expression difference between strains, and the *cis*-regulatory elements are more often located in 5′ and/or 3′ transcript boundaries. Our data also suggest that there is no apparent preference for *cis*-regulatory elements to be located on either 5′ or 3′ ends.

## Materials and Methods

### Experimental design

The design of the study is summarized in Table 1. We studied brain samples contrasting the effects of strain (C57BL/6J *vs.* NOD/ShiLtJ adult male mice) and an acute drug treatment with a prototypical second-generation antipsychotic (clozapine *vs.* vehicle) with four mice per cell (16 mice in total). Three brain regions were studied: one hemisphere was used intact (whole brain) and the other hemisphere was separated into two portions, forebrain and hindbrain, as dictated by randomization. Total RNA samples were thus available from 48 samples (2 strains × 2 drug treatments × 3 brain regions × 4 mice). Because drug treatments showed little effect on gene expression variation, essentially we consider our design as (2 strains × 3 brain regions × 8 mice). Gene expression was measured by both Affymetrix standard cartridge format (1.0ST arrays, each sample hybridized separately) and the newer peg format (1.1ST arrays, samples assayed in two batches of 24 samples).

**Table 1:** Brain tissues analyzed by gene expression microarrays

Strain	Treatment	Mice	Whole Brain	Forebrain	Hindbrain
NOD/ShiLtJ	Vehicle	4	4 (2R + 2L)	4 (2R + 2L)	4 (2R + 2L)
NOD/ShiLtJ	Clozapine	4	4 (2R + 2L)	4 (2R + 2L)	4 (2R + 2L)
C57BL/6J	Vehicle	4	4 (2R + 2L)	4 (2R + 2L)	4 (2R + 2L)
C57BL/6J	Clozapine	4	4 (2R + 2L)	4 (2R + 2L)	4 (2R + 2L)
	Totals	16	16 (8R + 8L)	16 (8R + 8L)	16 (8R + 8L)

R, right hemisphere; L, left hemisphere, determined at random.

### Mice

All procedures were conducted in strict compliance with US guidelines (National Research Council 1996) and approved by the Institutional Animal Care and Use Committee of the University of North Carolina. We used eight C57BL/6J and eight NOD/ShiLtJ male mice aged 14 weeks. Male mice were studied to minimize estrous effects. All mice were bred at UNC from a colony used to derive the U.S. lines of the Collaborative Cross (Chesler *et al.* 2008). Mice have been bred for four and six generations at the University of North Caroline and have been separated for 6 years from the production colony at The Jackson Laboratory. Animals were weaned at 3 weeks of age and singly housed until the completion of the study. The housing room was on a 12-hr light:12-hr dark schedule with lights on at 7:00 AM and temperature maintained at 24° with 40% to 50% relative humidity. Mice were housed in standard 20 cm × 30 cm ventilated polycarbonate cages with laboratory grade Bed-O-Cob bedding. Water and Purina ProLab IsoPro 3000 were available *ad libitum*.

### Acute clozapine exposure

Animals were transferred from the animal facility to the laboratory and given a 2-hour period to adapt to the new environment before commencing drug treatment. Beginning at 10:00 AM, in randomized order, one mouse every 10 min was administered either 4 mg/kg clozapine or vehicle (0.9% saline) via intraperitoneal injection. The clozapine dose was chosen based on the behavioral phenotyping literature (Duncan *et al.* 2006; Grauer *et al.* 2009; Porter and Prus 2009) and because it had already been shown significantly to alter the cortical transcriptome of C57BL/6J mice in a pilot study. Four milligrams of clozapine powder (Sigma-Aldrich) was dissolved in 100 μl of 20% glacial acetic acid, diluted with 9.875 ml of 0.9% saline, neutralized with 25 μl of 10M NaOH, and injected at a volume of 10 ml/kg. Mice were killed 3 hours after injection by cervical dislocation without anesthesia and brains (with olfactory bulbs attached) were immediately removed.

### Brain dissection

Brains were chilled for 30 sec in RNase-free 1× phosphate-buffered saline and placed upright on a chilled aluminum block for dissection. First, the cerebellum was removed and discarded by peeling back the cerebellar hemispheres and cutting the cerebellar peduncles with microscissors (supporting information, Figure S1). Second, the remaining brain was divided into left and right hemispheres with a fine razor blade. Third, the hindbrain was removed by placing the tissue on its side with the midline facing up, and wedging one end of curved forceps (Fine Science Tools, part number FST 11370-31) into the natural division between these brain regions (Figure S2). The forceps were then closed, which acted to scoop out the hindbrain while leaving the underlying cortex intact. For each mouse, the forebrain and hindbrain from one hemisphere and the intact other hemisphere were collected, weighed, snap frozen in liquid nitrogen and stored at −80° until RNA preparation. Whether the hemisphere was used intact or dissected into forebrain and hindbrain was determined at random. These dissections yielded a total of 48 tissues for microarray analysis.

### RNA extraction

Total RNA was isolated from frozen brains using a Biopulverizer (Biospec). Pulverized samples were placed in tubes containing 1 ml of Trizol reagent (Invitrogen) and a stainless-steel bead. Samples were shaken for 5 min on a Tissuelyzer apparatus (Mixer Mill 300; QIAGEN) and incubated at room temperature for 5 min. We added 200 μl of chloroform (Fisher) and then samples were sequentially shaken for 15 sec on a Tissuelyzer, incubated at room temperature for 3 min, and centrifuged at 10,000 rpm for 15 min at 4°. The supernatant was transferred to a gDNA Eliminator spin column (RNeasy plus mini kit; QIAGEN) and processed according to the manufacturer instructions. RNA was suspended in RNase-free water. The concentration and purity of each sample was determined by spectrophotometer (ND1000; Nanodrop) and confirmed by Microchip Gel Electrophoresis (Agilent), using Agilent 2100 Bioanalyzer and RNA 6000 Nano Chip according to the manufactures’ instruction. RNA integrity numbers of all samples were > 7. RNA samples were stored at -80° until use.

Transcriptional profiling was performed using Affymetrix Gene expression microarrays. Gene expression profiles were generated twice for each sample using standard cartridge format (mouse gene 1.0ST arrays, samples are hybridized separately over 2 days) and using the newer peg format arrays (mouse gene 1.1S T arrays, samples processed on two arrays of 24 samples each). Cartridge arrays were processed at the UNC Functional Genomics Core and peg arrays at the Microarray facility at the University of Pennsylvania. All samples were processed with the GeneChip WT terminal labeling and hybridization protocol in conjunction with the Ambion WT expression kit according the manufacturers instructions. We verified that the probe content was essentially identical between the 1.0ST and 1.1ST arrays.

### Statistical analysis

Normalized expression levels of 35,556 transcripts were estimated using robust multiarray average method (Irizarry *et al.* 2003) implemented in Affymetrix gene expression console with default settings (median polish and sketch-quantile normalization). A total of 6546 positive or negative control transcripts, which do not have mRNA annotation, and additional 700 transcripts without mRNA annotation were dropped. The remaining 28,310 transcripts were used in the following analysis.

We used hierarchical clustering and principal component analysis (PCA) to evaluate overall array performance. The 48 samples were clustered using the R function *hclust* with the average link function. The distance function used in clustering is defined as follows. Let *s*_1_ and *s*_2_ be the expression profiles (across 28,310 transcripts) of two samples. The distance between *s*_1_ and *s*_2_ is defined as 1 − |corr($s_{1}$, $s_{2}$)|. PCA was conducted using the approach of Price *et al.* (2006).

A linear mixed effect model was used to jointly analyze the 48 samples, while accounting for the correlations between three brain regions of each mouse. Let **y** be the expression of one gene in *n* samples, $y={\left(y_{1},\;y_{2},\ldots ,y_{n}\right)}^{T}$. The linear mixed effect can be written as:

(1) y=Xβ+Zu+ε

where ***X***β and **Z*u*** indicate the contributions from fixed effect **X** and random effect **Z**, and ε indicates the residual vector. Fixed effects include brain region (forebrain, hindbrain, and whole brain), strain (C57BL/6J *vs.* NOD/ShiLtJ), acute antipsychotic drug exposure (vehicle *vs.* clozapine), array processing batch (two levels), and two-way interactions between brain region, strain, and drug exposure. The random effect includes a random intercept to account for the dependencies among three brain regions of one mouse, which is equivalent to assuming a compound symmetric structure of the 3 × 3 covariance matrix for each mouse (*i.e.,* the expression of one gene has the same variance for the three brain regions and the same covariance for any pair of brain regions). One may wish to relax these assumptions to more general covariance structures; however, both simulations and inclusion of spurious variable in real data show inflation of type I error for any more complicated model (results not shown).

Initial inspection of the results from the linear mixed effect model revealed conservative *P*-value distribution for some factors, implying the existence of unaccounted confounding variables (Figure S3). Surrogate variable analysis (Leek and Storey 2007) was used to address this problem. First, we applied PCA to the residuals of the initial linear mixed effect models. The first five PCs for each array platform were chosen as initial surrogate variables since they either explained a large proportion of residual variance or explained a moderate amount of variance and were correlated between platforms (Figure S4). Next, the top 1000 genes that were most highly correlated with each initial surrogate variable (in terms of the absolute value of correlation) were selected and the refined surrogate variable was calculated as the first PC of these 1000 genes. Finally, the five refined surrogate variables were included into the linear mixed effect models. The surrogate variables removed the conservative pattern of *P*-value distributions. The models with surrogate variables showed that the interactions between drug and brain regions, and between drug and strain were not significant and hence these terms were dropped. For either array platform, the final model is:

(2) $$\begin{array}{l} y=\beta_{0}+\beta_{1}\text{batch}+\beta_{2}\text{drug}+\beta_{3}\text{strain}+\beta_{4}\text{wb}+\beta_{5}\text{hb}\\ \;\;+\beta_{6}\text{wb}\times \text{strain}+\beta_{7}\text{hb}\times \text{strain}+\sum_{j=1}^{5}\gamma_{j}sv_{j}+Zu+\varepsilon \end{array}$$

where “batch,” “drug,” and “strain” are indicators of second batch, acute antipsychotic exposure, and strain NOD/ShiLtJ, respectively. wb and hb are indicators of whole brain and hindbrain, and sv_*i*_ is the *j*-th surrogate variable.

Using on the aforementioned linear mixed effect model, *P*-values were calculated for each factor across all the 28,310 transcripts. We had also fitted linear fixed effect models for each transcript in each brain region. In general, linear fixed effect models provided consistent differential expression evidence as linear mixed effect models but were less powerful since only 16 samples were analyzed each time in contrast to 48 samples used in linear mixed effect models (see Figure S7b for an example).

Multiple testing across multiple transcripts were corrected to control the false discovery rate (FDR) (Storey and Tibshirani 2003). The proportion of equivalently expressed transcripts (π_0_) was calculated as twice of the proportion of transcripts with *P*-values > 0.5. For a *P*-value cutoff *p*, the expected number of false discoveries (FD) was calculated as π_0_*Np* (N is the total number of transcripts). The number of discoveries (D) was the number of transcripts with *P*-values < *p*. Finally, FDR was calculated as FD/D.

### Functional category analysis

We used SAFE (Barry *et al.* 2005) for functional category_analysis of 2284 Gene Ontology (GO) terms (including 1581 biological process, 269 cellular component, and 434 molecular function categories) and 157 KEGG pathways. GO and pathway information were obtained from R/bioconductor packages mogene10sttranscriptcluster.db. For each factor of interest (*i.e.,* brain region, strain, and drug), we sought to identify the functional category enriched with the differentially expressed transcripts. The association between each functional category and a factor of interest was assessed by Wilcoxon rank-sum test, and a permutation *P*-value was calculated by comparing the Wilcoxon test statistic in the original data *vs.* the Wilcoxon test statistics from the permuted data. Permutation *P*-value cutoff across multiple functional categories was chosen by controlling FDR, and FDR was calculated similarly as the case for differential expression.

Next we briefly describe the calculation of Wilcoxon test statistics for original data and permuted data. A large number of permutations are needed to assess the statistical significance of enrichment (Barry *et al.* 2005), which renders linear mixed effect models computationally infeasible. Therefore, we employed linear fixed effect models. To assess the significance of drug or strain effects, we separately fit a linear fixed effect model for each of the three brain regions:

(3) $$y=a_{0}+a_{1}\times \text{batch+}a_{2}\times \text{drug+}a_{3}\times \text{strain}+\sum_{j\text{=1}}^{\text{5}}b_{j}\times {\text{sv}}_{j}+\varepsilon$$

The significance of drug and strain was measured by the *P*-value for hypothesis tests $a_{1}=0$ and $a_{2}=0$, respectively. Wilcoxon test statistics were then calculated on the basis of the ranks of *P*-values of the 28,310 transcripts. Next, we calculated Wilcoxon test statistics for permuted data. Specifically, we shuffled the labels of drug so that four of eight mice treated with clozapine/vehicle were assigned the label of vehicle/clozapine, and thus obtained $C_{4}^{8}\times C_{4}^{8}=4900$ permutations. Wilcoxon test statistics were then calculated for each permutation. Similarly, Wilcoxon test statistics of strain effect were calculated for 4900 permutations.

Let (*u*, *v*) be any pair of brain regions, and let the variables with subscript *u* or *v* be subsets of the original variables in particular brain region. We used the following model to test brain region effect.

(4) $$y_{u}-y_{v}=a_{0}\text{+}a_{1}\times ({\text{batch}}_{u}{\text{-batch}}_{v}\text{)+}a_{2}\times \text{strain}+\sum_{j=1}^{5}b_{j}{\text{(sv}}_{ju}{\text{-sv}}_{jv}\text{)}\text{+}\varepsilon$$

Note that the main effects of strain and drug were canceled out in the aforementioned equation. The strain effect left in the model actually captured the interaction between strain and brain region. The significance of the hypothesis test *a*_0_ = 0 reflects the brain region effect. We calculated Wilcoxon test statistic using the ranks of the p-values testing hypothesis *a*_0_ = 0 across 28,310 transcripts. Permuted data were generated by randomly flipping *u* and *v* 5000 times and Wilcoxon test-statistics were calculated for each permutation.

### Local DNA sequence similarity between C57BL/6J and NOD/ShiLtJ

To determine the level of local sequence similarity between the two inbred strains we used two complementary resources. Initially, we used the local level of sequence similarity estimated based on the analysis of high-density genotype data (Yang *et al.* 2011). This study portioned the genome into 43,285 intervals on the basis of the 4-gamete rule (Collaborative Cross Consortium 2012; Wang *et al.* 2012). Using the whole genome sequence for NOD/ShiLtJ (Keane *et al.* 2011), we re-estimated the sequence similarity within these 43,285 intervals, calculated as the fraction of the base pairs where the two strains have identical genotypes. The lengths of these 43,285 intervals and the distributions of the sequence similarity estimates are illustrated in Figure 1.

**Figure 1:**
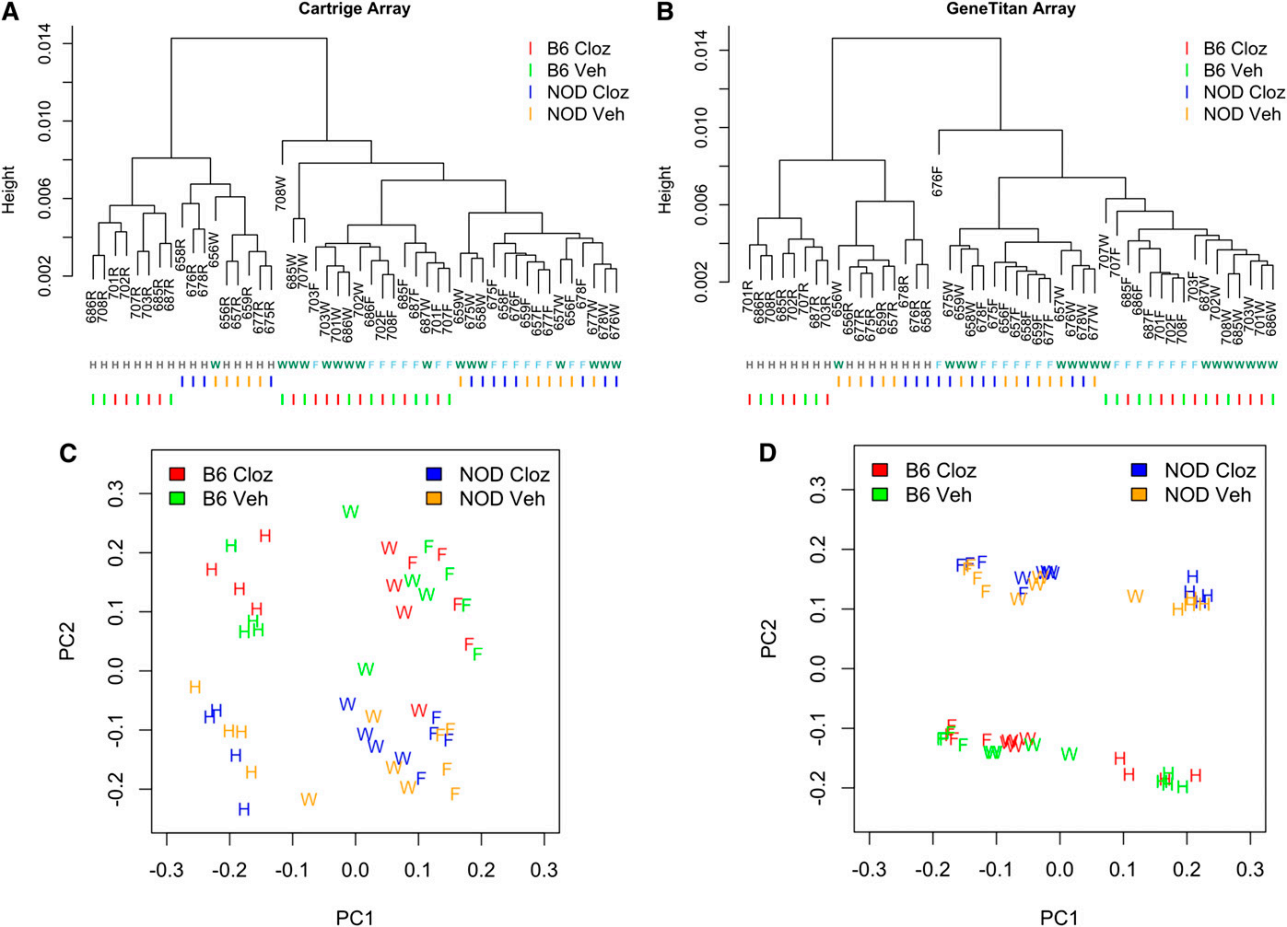
Array-level, unsupervised descriptive summaries of gene expression using hierarchical clustering (A and B) and PCA (C and D) via two Affymetrix assay formats, standard 1.0ST cartridges (A and C) and 1.1ST peg/geneTitan format (B and D). NOD, NOD/ShiLtJ; B6, C57BL/6J mouse strains. Cloz, acute clozapine exposure; Veh, exposure to vehicle without clozapine. Individual mice are indicated by a three-letter code followed by a letter indicating the brain region: W, whole brain; F, forebrain; H, hindbrain.

## Results

### Global view of gene expression reveals strong brain region and strain effects

Table 1 summarizes the experimental design. 

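The samples came from 16 male mice, 8 of C57BL/6J and 8 of NOD/ShiLtJ, an inbred strain used as a model of autoimmune diabetes. In each strain, 4 mice received clozapine, an atypical antipsychotic, at 4 mg/kg and 4 received vehicle, and the mice were killed 3 hours later. Each mouse gave the forebrain and the hindbrain of a hemisphere and its intact other hemisphere, called whole brain, without the cerebellum. Xist, the RNA that coats the inactive X chromosome of females, lay between 3.41 and 3.97 on the log2 scale over the 48 arrays of the 1.1ST format, and Kdm5d, a gene of the Y chromosome, between 8.30 and 8.75. Of the 4 measured genes that check the label of sex, Uty, a gene of the Y chromosome, was lower in hindbrain than in forebrain (log2 difference -0.10, SE 0.04, n = 16 mice), and Eif2s3y, which also lies on the Y chromosome, was lower in NOD/ShiLtJ forebrain (-0.21, SE 0.05, n = 8 mice per strain). The deposited values are log2 intensities, 1 value for each of 28310 transcript clusters in each array, and the authors had normalized them together within each array format. They were compared by limma with a mean for each of the 6 groups of strain and region, the treatment and 5 surrogate variables built by the steps of the methods but without the batch, with the mouse as a random block. The false discovery rate (FDR) follows the formula of the methods, and a transcript is called at an FDR below 0.05. Differences are given as hindbrain or whole brain minus forebrain, NOD/ShiLtJ minus C57BL/6J, and clozapine minus vehicle. The 34 gene lists were written before the data were examined, each was tested against all other transcripts by camera with a preset correlation of 0.01 between genes, and its adjusted p covers the 34 lists of a comparison. Lists that follow categories the paper reports for these same samples, such as gliogenesis or long-term potentiation, are not independent evidence. The batch of 24 arrays and the hemisphere of a sample are not in the labels used here, so no value is given within batches, and the number of arrays limits the precision.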

All samples were analyzed using the standard Affymetrix 1.0ST cartridge format (one sample per cartridge) and the newer 1.1ST peg format (two runs of 24 samples). High-level descriptions of transcript expression using hierarchical clustering, and PCA clearly indicated large expression differences by strain and brain region (Figure 2, Figure S5, and Figure S6). 

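Hindbrain stood apart from forebrain by genes of brainstem transmitter systems and of cortical projection neurons. Slc6a5, the glycine transporter of glycinergic neurons, was 18.1-fold higher in hindbrain (log2 difference 4.18, SE 0.32, n = 16 mice), and Glra1, a subunit of the glycine receptor, was higher by 3.95 (SE 0.24). Slc6a3, the dopamine transporter, was higher by 3.72 (SE 0.35), and Slc18a2, the vesicular monoamine transporter, by 3.09 (SE 0.18). Tbr1, a transcription factor of glutamatergic cortical neurons, was 10.6-fold lower in hindbrain (-3.40, SE 0.18), and Neurod6, a transcription factor of cortical pyramidal neurons, was lower by a log2 difference of -2.68 (SE 0.16). Among genes with the same direction in 16 of 16 mice, the other largest increases in hindbrain were in Mab21l2 (2.87), Ebf3 (2.49), Sncg (2.48), Chrna6 (2.35), Ret (2.33), Tph2 (2.19), Lncenc1 (2.16) and Gabrq (2.15). Among the same genes, the other largest decreases were in Kcnv1 (-2.65), Itpka (-2.59), Kcnj4 (-2.55), Ddn (-2.52), Fezf2 (-2.51), Kcnh3 (-2.47), Akr1c18 (-2.46), Dkkl1 (-2.43), Ankrd33b (-2.20) and Icam5 (-2.17). These 24 genes were called by limma, and without surrogate variables, which take up part of the region difference, each differed by more. In the principal components of the 1.1ST arrays, brain region accounted for 42.5% of the variance, strain for 16.8% and treatment for 1.97%, summed over components as the share of each component times the R2 of the factor. Strain had an R2 of 0.963 with PC2, which held 16.2% of the variance, and the highest R2 of treatment over PC1 to PC9 was 0.222, with PC7.

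**Figure D1:**
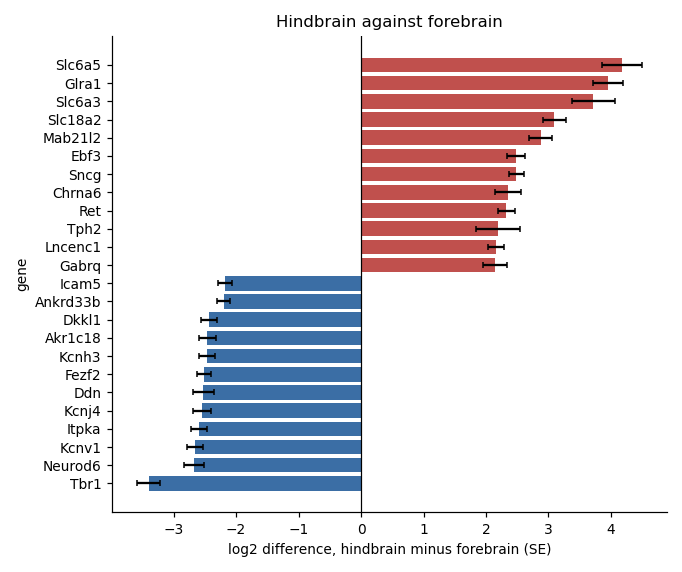
Log2 difference of hindbrain minus forebrain on the 1.1ST arrays for the 12 genes with the largest increase and the 12 with the largest decrease in hindbrain among those with the same direction in 16 of 16 mice. Bars are the limma estimates over 16 mice and lines the SE; they run from 4.18 for Slc6a5 to -3.40 for Tbr1.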

Overall, expression in forebrain and whole brain were similar and were both different from hindbrain (see patterns of clustering in Figure 2). 

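Genes of the telencephalon were lower in hindbrain as a group, and genes of brainstem neurons were higher. Of 36 measured genes of telencephalic neurons and patterning, 34 were lower in hindbrain and none was higher (33 lower when adjusted over the list alone), with a median log2 difference of -1.19 (camera adjusted p = 1.0e-23, and adjusted p = 0.0278 with an estimated correlation). Of 35 measured transcription factors that pattern the brainstem, 32 were higher and none was lower (32 adjusted over the list alone), among them Gata3 (1.99, SE 0.15), Irx2 (1.40, SE 0.10) and En2 (1.20, SE 0.14). This list had a median of 0.50 (adjusted p = 2.5e-07, and adjusted p = 0.0765 with an estimated correlation), and on the 1.0ST arrays 7 of its genes were higher and 2 lower, with a median of -0.0047. Of 23 measured genes of serotonin, noradrenaline and dopamine neurons, 21 were higher and 2 lower, with the same counts adjusted over the list alone (median 0.88, adjusted p = 2.3e-08, and adjusted p = 0.0398 with an estimated correlation). The 2 lower ones were Nr4a2, a transcription factor of dopamine neurons that some cortical neurons also express (-1.37, SE 0.16), and Htr1a, a serotonin receptor that the hippocampus also expresses (-0.22, SE 0.06). Of 17 measured genes of glycinergic and cholinergic neurons, 15 were higher and none was lower, also adjusted over the list alone (median 0.89, adjusted p = 2.4e-07, and adjusted p = 0.0278 with an estimated correlation); Chrna3, a subunit of the nicotinic acetylcholine receptor, was higher by 1.65 (SE 0.16) and Prph, an intermediate filament of motor neurons, by 1.47 (SE 0.14). On the scale of 1 minus the absolute correlation, times 1000, whole brain lay 5.51 from forebrain and 9.99 from hindbrain, and forebrain lay 16.2 from hindbrain, as means over arrays of different mice of a strain. Whole brain was closer to forebrain (two-sided permutation test of the region labels within mice, p = 0.00079), and 14 of 16 mice showed this order. With the tree cut into 2 clusters, the 16 hindbrains fell into 1 of them on both array formats, together with the whole brain of mouse DD656, a NOD/ShiLtJ mouse, and with the tree cut into 4 the hindbrains of the strains fell apart, with that whole brain among those of NOD/ShiLtJ. Over the transcripts called between hindbrain and forebrain, the hindbrain share of a whole brain sample was 29.1% ± 14.34 (SD, n = 16), from 13.6% to 71.5%, and without mouse DD656 it was 26.2% ± 9.11 (SD, n = 15).

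**Figure D2:**
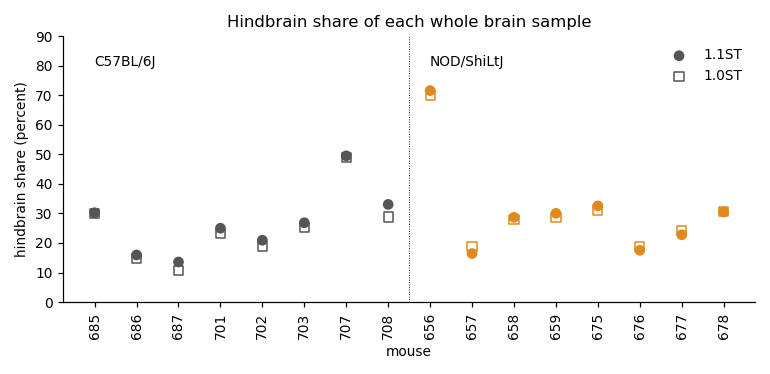
Hindbrain share of each whole brain sample in percent, from the forebrain and hindbrain arrays of the 7 other mice of its strain, on the 1.1ST arrays (circles) and the 1.0ST arrays (squares). The whole brain of mouse DD656 lies at 71.5% and 70.03%, and the next highest, of C57BL/6J mouse BB707, at 49.5% and 48.9%.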

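Tbr1 and Slc6a5 show how far whole brain lay from each dissected region. Tbr1 averaged 9.54 ± 0.196 on the log2 scale in forebrain, 9.11 ± 0.396 in whole brain and 5.40 ± 0.831 in hindbrain (SD, n = 16). Slc6a5 averaged 5.72 ± 0.710 in forebrain, 9.26 ± 1.252 in whole brain and 10.76 ± 0.508 in hindbrain (SD, n = 16). Markers of other tissues differed between hindbrain and forebrain as well. Of 17 measured markers of choroid plexus, the tissue that secretes cerebrospinal fluid, 14 were lower in hindbrain and 3 higher, also adjusted over the list alone, with Ttr, the carrier of thyroid hormone in that fluid, lower by a log2 difference of -2.20 (SE 0.39; list median -0.54, camera adjusted p = 0.00786, and adjusted p = 0.487 with an estimated correlation). Of 18 measured markers of cerebellum, which was removed at dissection, 10 were higher and 3 lower, also adjusted over the list alone (median 0.52, or -0.03 on the 1.0ST arrays; adjusted p = 0.0258, and adjusted p = 0.335 with an estimated correlation). Of 19 measured markers of endothelial and mural cells, 16 were higher (14 adjusted over the list alone; median 0.27, adjusted p = 0.00150, and adjusted p = 0.278 with an estimated correlation), and of 14 of meninges and fibroblasts, 11 were higher, also adjusted over the list alone (median 0.37, adjusted p = 0.0129, and adjusted p = 0.450 with an estimated correlation). Of 17 measured microglial markers, 12 were lower and 2 higher (11 lower and 1 higher adjusted over the list alone; median -0.15, adjusted p = 0.00786, and adjusted p = 0.335 with an estimated correlation). The first principal component of the 1.1ST arrays, each transcript centred, held 44.1% of the variance and had an R2 of 0.917 with brain region. Its scores averaged -30.5 ± 4.19 in C57BL/6J forebrain, -12.1 ± 7.30 in C57BL/6J whole brain and 29.6 ± 7.38 in C57BL/6J hindbrain (SD, n = 8). In NOD/ShiLtJ they averaged -23.3 ± 5.69 in forebrain, -2.95 ± 10.69 in whole brain and 39.2 ± 2.77 in hindbrain (SD, n = 8). With each transcript scaled to unit variance, the first component held 24.5%.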

The first PC, which accounted for approximately 90% of the expression variance, was strongly associated with brain regions. 

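The largest strain differences in forebrain were in single genes of unlike function. Ccl19, a chemokine that guides lymphocytes, was 9.34-fold higher in NOD/ShiLtJ forebrain (log2 difference 3.22, SE 0.11, n = 8 mice per strain), and Retsat, an enzyme that saturates retinol, was higher by 1.80 (SE 0.05). The transcript 4930578G10Rik was 20.4-fold higher in C57BL/6J forebrain (-4.35, SE 0.24). Pttg1, which encodes the regulator of chromosome separation called securin, was also higher in C57BL/6J (-2.70, SE 0.10), as was Crym, a binding protein of thyroid hormone (-2.46, SE 0.19). The other genes with the largest excess in NOD/ShiLtJ were Snord53 (1.89), Pla2g4e (1.78), Cfap54 (1.72), Rarres1 (1.43), C330024D21Rik (1.39), Npl (1.38), Psmc3ip (1.36), Fv1 (1.35), Abhd1 (1.30) and Gm14403 (1.28). The other genes with the largest excess in C57BL/6J were 3830406C13Rik (-2.88), AA388235 (-2.46), H4c4 (-2.24), G530011O06Rik (-2.22), Carmil1 (-2.18), 4930447C04Rik (-2.12), Ndufs5 (-2.04), Akr1e1 (-1.81) and Trim12a (-1.77). All 24 were called by limma, and the 8 mice of a strain lay above the 8 of the other strain. Of 15 measured genes with strain variants known in C57BL/6J or NOD, 4 were higher in NOD/ShiLtJ forebrain and 4 lower (5 and 5 adjusted over the list alone; camera adjusted p = 0.704). The 4 higher ones were Wdfy1 (0.91, SE 0.05), Gabra2, a subunit of the GABA-A receptor (0.81, SE 0.06), Alad, an enzyme of heme synthesis (0.74, SE 0.04), and Nnt, a mitochondrial enzyme of which C57BL/6J carries a partly deleted gene (0.63, SE 0.04). The 4 lower ones were H2-K1, a histocompatibility antigen (-0.73, SE 0.08), Entpd4 (-0.65, SE 0.04), Cyp2d22 (-0.28, SE 0.04) and Ahr, the receptor of aryl hydrocarbons (-0.22, SE 0.07).

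**Figure D3:**
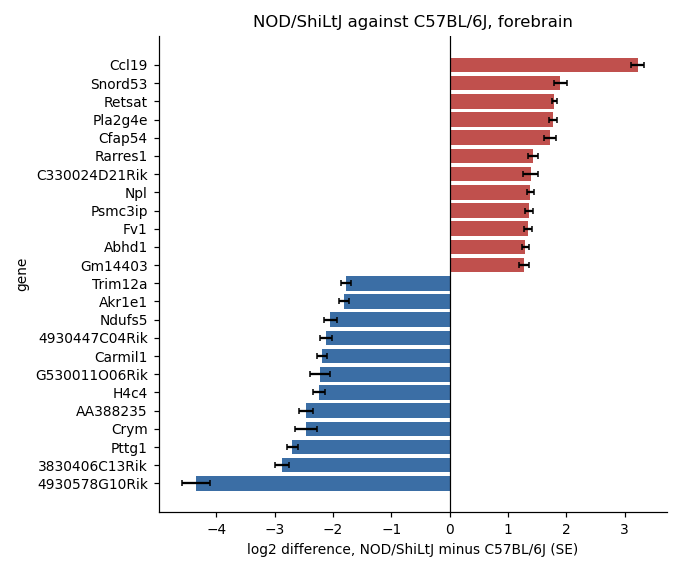
Log2 difference of NOD/ShiLtJ minus C57BL/6J in forebrain on the 1.1ST arrays for the 12 genes with the largest excess in each strain. Bars are the limma estimates over 8 mice per strain and lines the SE; they run from 3.22 for Ccl19 to -4.35 for 4930578G10Rik.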

There were also substantial strain differences between C57BL/6J and NOD/ShiLtJ. The effects caused by acute exposure to the antipsychotic clozapine were considerably lesser. 

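The genes with the smallest p-values for clozapine differed by less than 2-fold between treatments. Cdkn1a, an inhibitor of the cell cycle, was 1.71-fold higher after clozapine (log2 difference 0.78, SE 0.11, n = 8 mice per treatment), Arrdc2, an arrestin family gene, was higher by 0.69 (SE 0.10), and Tma16, a factor of ribosome assembly, by 0.53 (SE 0.08). Trp53inp1, a target of the tumor suppressor p53, was higher by 0.46 (SE 0.07), Per1, a component of the circadian clock, by 0.44 (SE 0.06), and Map3k6, a kinase of stress signaling, by 0.42 (SE 0.06). Acr (0.40, SE 0.06), Pnpla2, the lipase that releases stored triglyceride (0.37, SE 0.05), Rhoj (0.33, SE 0.05) and Synm (0.19, SE 0.03) were the other 4. These 10 genes were called by limma over the 48 arrays of the 1.1ST format. Each SE of a clozapine difference, here and below, comes from that fit, with a correlation of 0.0340 between arrays of a mouse. Such an SE counts the arrays of a mouse as nearly independent, so it can understate the error between mice. With 1 mixed model per transcript none of the 10 was called, and their adjusted p ran from 0.0752 for Pnpla2 to 0.114 for Tma16. With 1 mean per mouse, an alternative chosen after seeing the data, Cdkn1a (limma adjusted p = 0.0416), Map3k6 (0.0464) and Tma16 (0.0493) were called and the other 7 were not. The differences of these 7 ran from 0.18 for Synm to 0.68 for Arrdc2 there. Their limma adjusted p ran from 0.0517 for Trp53inp1 to 0.0994 for Acr. Of the 11 transcripts called by the mixed models, 1 was higher after clozapine and 10 were lower. Of the 12 called with 1 mean per mouse, 6 were higher and 6 lower. Nrp1 was lower and called by both, with -0.23 in the mixed model (adjusted p = 0.0304) and -0.27 with 1 mean per mouse (limma adjusted p = 0.0260).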

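The genes with the largest region and strain differences kept their direction on the other array format. On the 1.0ST arrays, Slc6a5 differed between hindbrain and forebrain by a log2 difference of 2.29 and Glra1 by 2.46, and between the strains in forebrain Ccl19 differed by 2.09 and 4930578G10Rik by -2.98. Across transcripts, which are not independent replicates, the mean over the 48 samples had a Pearson r of 0.960 between the formats, and the SD had an r of 0.921. For a single transcript over the 48 samples the median r was 0.507, from 0.248 in the group of transcripts with the lowest SD to 0.873 in the group with the highest. Spearman's rho was 0.976 for the means and 0.713 for the SDs. Of the 48 arrays of the 1.1ST format, 35 were best matched by the 1.0ST array of the same mouse and region, and 46 by an array of the same region and strain. Both formats measured the same RNA, so their arrays are not independent replicates.

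**Figure D4:**
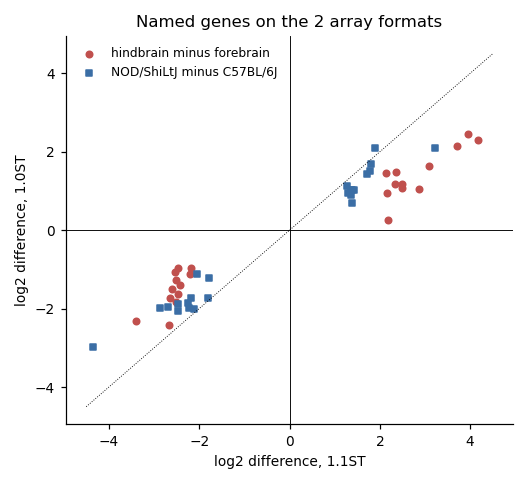
Log2 differences of the same named genes on the 1.1ST arrays (horizontal axis) and the 1.0ST arrays (vertical axis), for hindbrain minus forebrain (circles) and NOD/ShiLtJ minus C57BL/6J in forebrain (squares). The dotted line marks equal values; Slc6a5 lies at 4.18 and 2.29.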

The average expression level and standard deviation of the 28,310 transcripts were highly correlated across the two platforms (Figure S8 and Figure S9). To simplify the discussion, we only present the results on the basis of the gene expression data from 1.1ST array. 

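Fewer transcripts were called between regions on the 1.0ST arrays, and the calls shared for hindbrain and forebrain had smaller differences there. Between hindbrain and forebrain 5502 transcripts were called on the 1.0ST arrays, 4949 of which were also called on the 1.1ST arrays, 37 of them in opposite directions. The median absolute log2 difference of these shared calls was 0.28 on the 1.0ST and 0.41 on the 1.1ST arrays. Telencephalic genes kept their direction, with 27 of 36 lower in hindbrain on the 1.0ST arrays, and of 31 measured genes of oligodendrocytes and myelin 22 were higher. Between whole brain and forebrain 434 transcripts were called, 409 of them on both formats and in the same direction. Between the strains in forebrain 6044 were called on the 1.0ST arrays and 3664 on both formats, 1 of them in opposite directions. For the interaction of strain with hindbrain, 871 were called on the 1.0ST arrays and 421 on both formats, none in opposite directions, and for clozapine 821 and 374, 1 in opposite directions. The counts are from limma with the same model for both formats.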

The conclusions based on 1.0ST array, which are similar, are presented in the supplementary materials.

**Figure 2:**
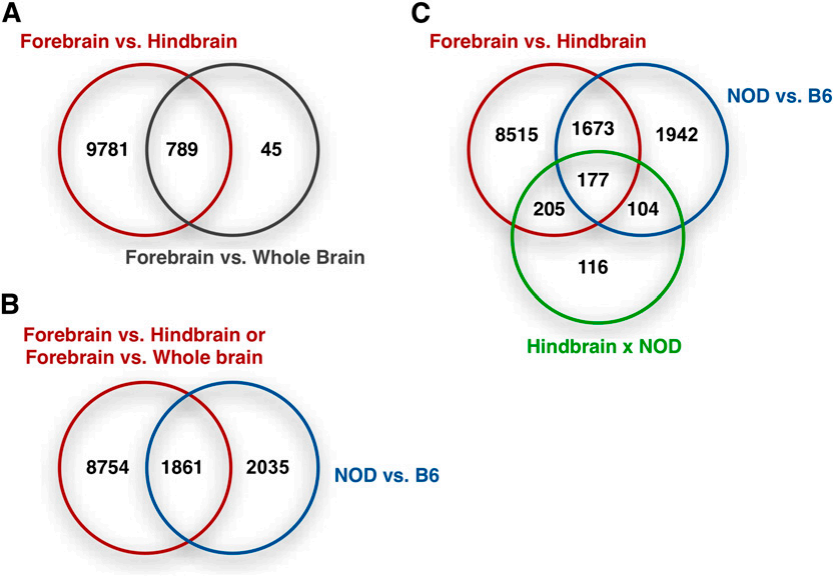
Overlap of the differentially expressed genes (FDR < 0.05) with respect to several experimental factors for 1.1ST arrays. (A) Overlap of the genes differentially expressed between brain regions. (B) Overlap of the genes with brain region effect of hindbrain brain vs. forebrain, strain effect, and/or their interaction. (C) Overlap of genes with any brain region effect and/or strain effect.

### Differential expression

We applied the linear mixed effect model (equation 2) to each of the 28,310 transcripts. FDRs were calculated along a series of *P*-value cutoffs (Figure 3 and Table S1). For approximately 0.05 FDR, there were 10,570 differentially expressed transcripts for forebrain *vs.* hindbrain, 3896 transcripts for C57BL/6J *vs.* NOD/ShiLtJ, 834 transcripts for whole brain *vs.* forebrain, and none for clozapine *vs.* vehicle. These results were qualitatively similar to Figure 2D, where brain region dominated PC1 and strain dominated PC2. 

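Hindbrain held more of the transcripts with higher values, and the changes of at least 2-fold went more often the other way. Between hindbrain and forebrain 13542 of 28310 transcripts were called by limma, 8020 higher and 5522 lower in hindbrain, a majority that turned when each array was centred on its own median (6655 higher and 9884 lower). Of these, 471 differed by at least 2-fold, 180 higher in hindbrain, such as Slc6a5 and Tph2, the enzyme of serotonin synthesis in neurons, and 291 lower, such as Tbr1 and Icam5, an adhesion molecule of telencephalic neurons. Between whole brain and forebrain 4074 transcripts were called, 2441 higher and 1633 lower in whole brain (2606 and 3749 with centred arrays), and 29 differed by at least 2-fold, all higher in whole brain. Between whole brain and hindbrain 12446 were called. Between the strains in forebrain 5039 transcripts were called, 2580 higher in NOD/ShiLtJ and 2459 higher in C57BL/6J. In whole brain 5109 were called between the strains and in hindbrain 5824. The median absolute log2 difference of the calls was 0.23 between hindbrain and forebrain, 0.16 between whole brain and forebrain and 0.22 between the strains in forebrain. Without mouse DD676, a NOD/ShiLtJ mouse, the calls between hindbrain and forebrain numbered 7961 and those between whole brain and forebrain 1043. Without only the forebrain of that mouse and the whole brains of mice DD656 and BB708, they numbered 14529 and 4128.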

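Whole brain differed from forebrain in the direction of hindbrain for genes of brainstem neurons and of the thalamus, by smaller amounts. Slc6a5 was higher in whole brain than in forebrain by a log2 difference of 3.30 (SE 0.25, n = 16 mice), Glra1 by 3.02 (SE 0.19), Slc6a3 by 2.24 (SE 0.27), Mab21l2 by 1.81 (SE 0.14) and Slc18a2 by 1.68 (SE 0.14). The largest decreases in whole brain were in Gm10754 (-0.48, SE 0.15), Exph5 (-0.46, SE 0.13), Rxfp1, the receptor of relaxin (-0.43, SE 0.11), Ppp1r1b, the dopamine-regulated phosphatase inhibitor of striatal neurons (-0.43, SE 0.14), and Actn2 (-0.36, SE 0.12). These 10 genes were called by limma, with the same direction in at least 14 of 16 mice. Of 17 genes of glycinergic and cholinergic neurons, 11 were higher and none was lower (camera adjusted p = 5.7e-04 with an estimated correlation). For serotonin, noradrenaline and dopamine neurons, 15 of 23 were higher and none was lower (adjusted p = 0.00525 likewise). Adjusted over the list alone, 18 of these were higher and 2 lower. Of 35 brainstem transcription factors, 13 were higher and none was lower (median 0.21, adjusted p = 2.3e-07, and 0.0780 with an estimated correlation). On the 1.0ST arrays 2 of these factors were higher (median -0.01). All 17 measured thalamic genes were higher in whole brain, also adjusted over the list alone (median log2 difference 0.52, camera adjusted p = 2.8e-25, and adjusted p = 0.00525 with an estimated correlation), such as Prkcd, a protein kinase C isoform (1.24, SE 0.15), and Tcf7l2, a transcription factor of thalamic neurons (1.21, SE 0.11). Of 31 measured genes of oligodendrocytes and myelin, 28 were higher (29 adjusted over the list alone; median 0.24, adjusted p = 2.1e-23, and adjusted p = 0.0165 with an estimated correlation). Of 36 measured telencephalic genes, 12 were lower and none was higher (15 lower adjusted over the list alone; median -0.15, adjusted p = 9.2e-08, and adjusted p = 0.170 with an estimated correlation). Of 24 immediate early genes, which neuronal activity induces, 9 were lower and none was higher, also adjusted over the list alone (median -0.19, adjusted p = 6.9e-06, and adjusted p = 0.221 with an estimated correlation). On the 1.0ST arrays 11 of these thalamic and 10 of the myelin genes were higher, and no telencephalic gene (median -0.06) and no immediate early gene (median -0.08) was called; with centred 1.1ST arrays 23 telencephalic and 16 immediate early genes were lower and none was higher. Markers of choroid plexus did not pass the test (median -0.04, adjusted p = 0.447), and 6 of 18 cerebellar markers were higher and 2 lower (7 and 2 adjusted over the list alone; median 0.16, adjusted p = 0.00748, and adjusted p = 0.232 with an estimated correlation).

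**Figure D5:**
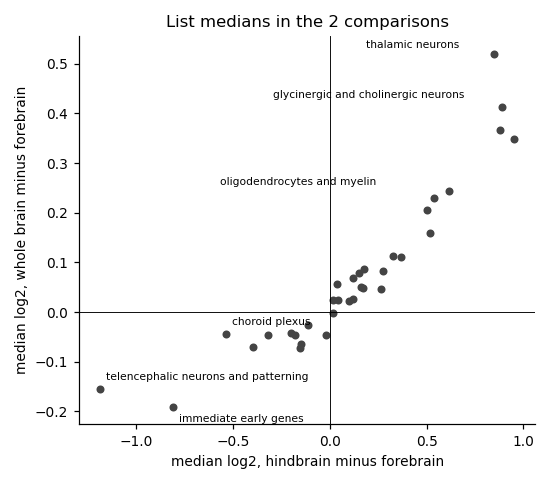
Median log2 difference of each of the 34 gene lists in hindbrain minus forebrain (horizontal axis) and in whole brain minus forebrain (vertical axis), on the 1.1ST arrays. The thalamic list lies highest, at 0.52 on the vertical axis, and the telencephalic list farthest to the left, at -1.19.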

Consistent with the results of hierarchical clustering and PCA, there was considerable similarity between whole brain and forebrain. Furthermore, 94.6% of transcripts (789 of 834) differentially expressed in forebrain *vs.* whole brain were also differentially expressed in forebrain *vs.* hindbrain (Figure 3A), as expected given that whole brain consists of forebrain and hindbrain. 

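The overlap held for genes of both directions. Of the transcripts called between whole brain and forebrain, 3841 (94.3%) were also called between hindbrain and forebrain, and 3833 of them had the same direction. The shared calls included 2333 that were higher than in forebrain, such as Glra1 and Slc6a3, where independent lists of these sizes would share 692, and 1500 that were lower, such as Ppp1r1b, where they would share 319. Of all transcripts tested, 47.8% were called between hindbrain and forebrain. Both comparisons use the same forebrain arrays, so their differences are correlated with no effect at all. In 10 simulations the whole brains were unchanged against these forebrains, and the hindbrains kept their own means. Whole brain then had a median of 0 calls and at most 29. In those simulations that had any call a median of 62.6% was shared, a value that rests on few calls and on the real hindbrain difference. The simulated log2 differences had a median r of 0.0839 across transcripts and a covariance of 0.00130, against an observed r of 0.815 and covariance of 0.0273. The kept hindbrain difference enters the simulated r, so it is not the r of comparisons without any effect. With the forebrains split by mouse, so that the comparisons shared none, r was 0.653 and the shared percentage 85.1% or 93.4%, depending on which mice served which comparison. Without mouse DD676 the calls between whole brain and forebrain fell to 1043 in number. Without only its forebrain and the whole brains of mice DD656 and BB708 they numbered 4128. The paper concludes from the clustering and the principal components that whole brain and forebrain are similar in expression, and reasons that the overlap follows from whole brain being made of forebrain and hindbrain.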

Compared with a previous transcriptional atlas (Su *et al.* 2004), differentially expressed genes tended to have higher expression levels in different brain tissues (Figure S10).

**Figure 3:**
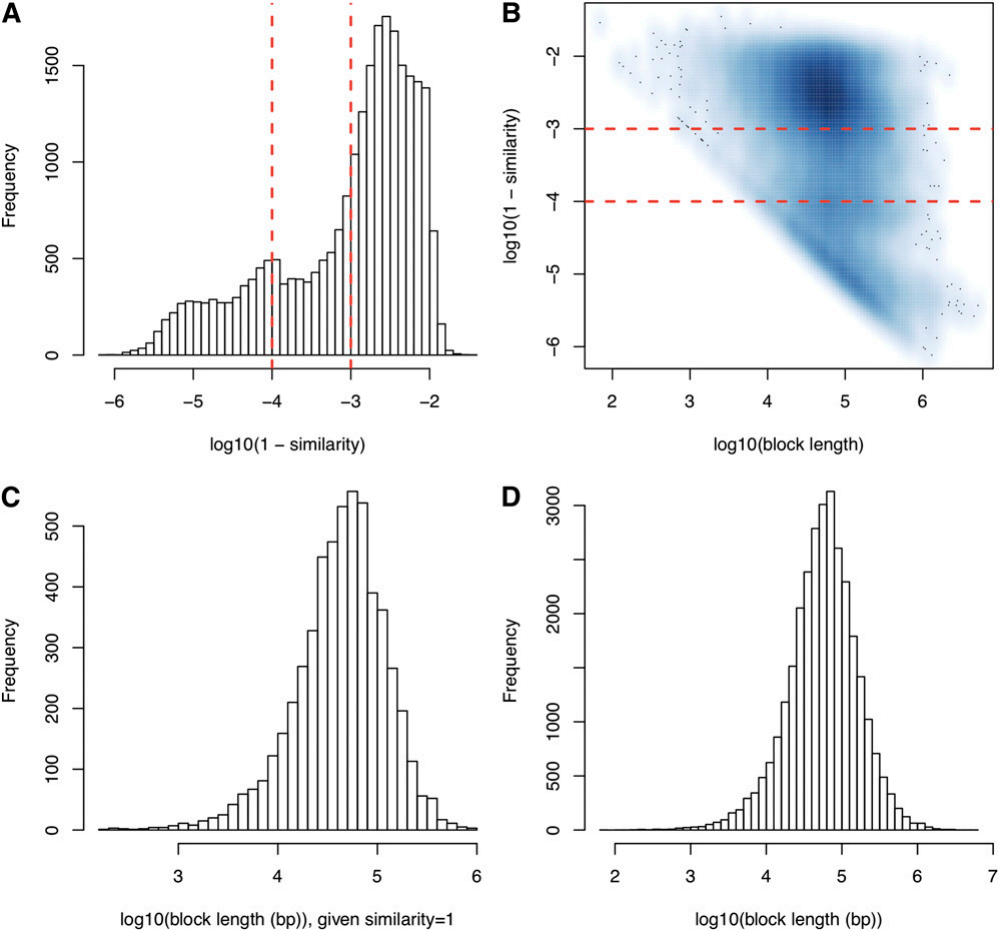
Sequence similarities across blocks. (A) Distribution of sequence similarities given the similarities are smaller than 1. The two vertical lines correspond to sequence similarity of 0.999 and 0.9999, respectively. (B) A smooth scatter plot of log10(block length) and log10(1-similarity). In log10 scale, those blocks with sequence similarity 1 are not shown, which are summarized in (C). (D) Distribution of block lengths.

When there are large numbers of differentially expressed transcripts, functional category analysis can assist the interpretation of results by identifying larger-scale processes with expression alterations in aggregate. Among the 2284 GO terms (FDR < 0.01), we identified 717 GO terms associated with brain region effect, 41 GO terms for strain effect, and none for drug effect. No GO term was significantly associated with the contrast of forebrain *vs.* whole brain. The 717 brain region−related GO terms arose from the contrast of forebrain *vs.* hindbrain (394 GO terms: 275 BPs, 76 MFs, and 43 CCs) or whole brain *vs.* hindbrain [488 GO terms: 317 Biological Processes (BPs), 88 Molecular Functions (MFs), and 83 Cellular Components (CCs)], with an overlap of 165 GO terms. This overlap is much larger than that expected by chance (Fisher's exact test *P*-value < 2e-16), which again supports the similarity between whole brain and forebrain transcriptomes. 

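Myelin genes were higher in hindbrain and most receptors of the postsynaptic membrane were lower. Of 31 measured genes of oligodendrocytes and myelin, 29 were higher in hindbrain and none was lower, also adjusted over the list alone (median log2 difference 0.62, camera adjusted p = 8.8e-16, and adjusted p = 0.0552 with an estimated correlation). Gjb1, a gap junction protein of oligodendrocytes, was higher by 1.23 (SE 0.10, n = 16 mice), Mag, a myelin adhesion protein, by 0.94 (SE 0.07), and Aspa, the enzyme that cleaves N-acetylaspartate, by 0.94 (SE 0.08). Of 22 measured astrocyte genes, 17 were higher and 3 lower (16 and 2 adjusted over the list alone; median 0.33, adjusted p = 1.7e-05, and adjusted p = 0.0398 with an estimated correlation). Agt, the precursor of angiotensin, was higher by 1.92 (SE 0.13) and Itih3 by 1.57 (SE 0.11), and the glutamate transporters Slc1a2 (-0.30, SE 0.03) and Slc1a3 (-0.25, SE 0.04) were lower. Of 37 measured genes of sphingolipid and ganglioside metabolism, 21 were higher and 7 lower, also adjusted over the list alone (median 0.12, adjusted p = 0.0369, and adjusted p = 0.0794 with an estimated correlation). Asah2, a ceramidase, was higher by 1.18 (SE 0.06) and Fa2h, which makes the hydroxylated lipids of myelin, by 0.92 (SE 0.08), while Smpd3, a sphingomyelinase of neurons, was lower (-1.02, SE 0.08). Of 42 measured glutamate and GABA receptor genes and their scaffolds, 26 were lower and 7 higher, also adjusted over the list alone (median -0.40, adjusted p = 2.8e-09, and adjusted p = 0.0398 with an estimated correlation). Homer1, a scaffold of metabotropic glutamate receptors, was lower by a log2 difference of -1.40 (SE 0.07), Grin2a, a subunit of the NMDA receptor, by -1.09 (SE 0.05), and Shank2 by -0.96 (SE 0.07), and the NMDA receptor subunit Grin2d was higher (0.82, SE 0.07). Thalamic genes moved with these groups, with 17 of 17 higher in hindbrain, also adjusted over the list alone (median 0.85, adjusted p = 5.8e-10, and adjusted p = 0.0746 with an estimated correlation).

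**Figure D6:**
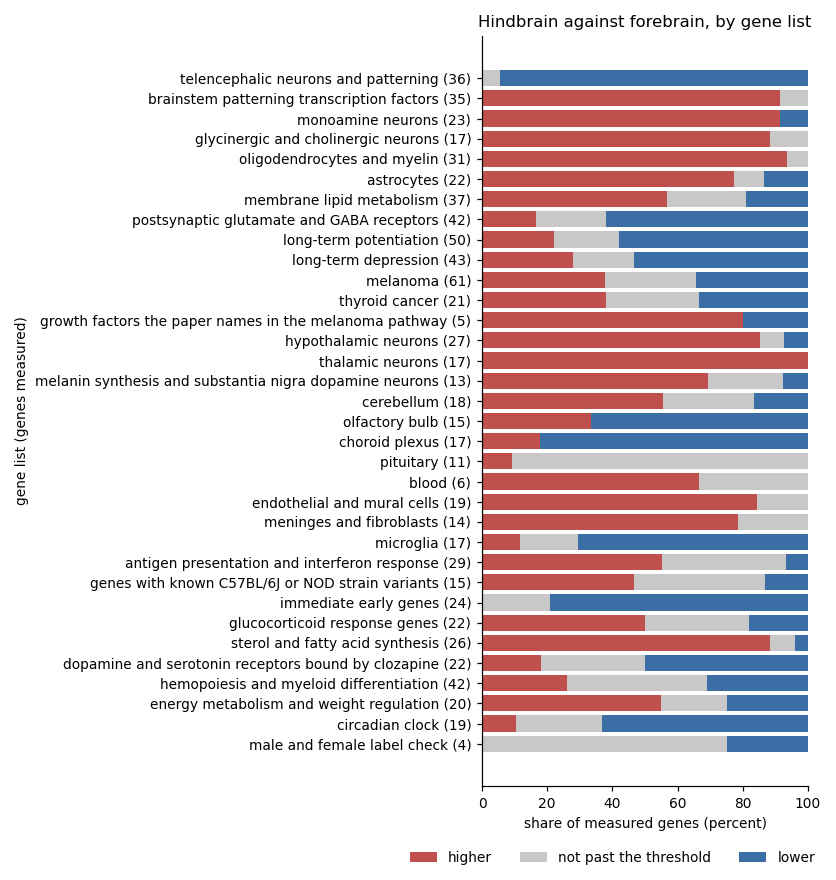
Share of the measured genes of each list, in percent, that were higher in hindbrain than in forebrain, lower, or not past an FDR of 0.05 on the 1.1ST arrays, with the number of measured genes in brackets. Of 31 myelin genes 29 were higher and of 36 telencephalic genes 34 were lower.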

The most significant GO terms differentially expressed between forebrain and hindbrain included BP (membrane lipid metabolic process, gliogenesis, nerve−nerve synaptic transmission, and neuron development); MF (transmembrane receptor protein kinase activity and lipid binding); and CC (plasma membrane and postsynaptic membrane). The top 122 GO terms associated with brain regions (*P*-value < 2e-4 in either forebrain *vs.* hindbrain or whole brain *vs.* hindbrain) are listed in Table S3. Strain effects were assessed in forebrain, hindbrain, and whole brain separately for the functional category analysis. Although genetic background altered the expression of thousands of transcripts, only 41 GO terms (20 CCs + 21 MFs, Table S4) were enriched with such transcripts, which suggested the strain signature transcripts were relatively evenly distributed across GO terms. 

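Few of the gene lists separated the strains. Of 29 measured genes of antigen presentation and interferon response, 8 were lower in NOD/ShiLtJ forebrain and 1 was higher, also adjusted over the list alone (median log2 difference -0.10, camera adjusted p = 7.8e-04, and adjusted p = 0.931 with an estimated correlation). H2-T23, a nonclassical histocompatibility antigen, was lower by a log2 difference of -0.85 (SE 0.08, n = 8 mice per strain), B2m, the light chain of class I antigens, by -0.45 (SE 0.04), and Tapbp, which loads peptides on them, by -0.34 (SE 0.06). In hindbrain the antigen list had a similar median, -0.09 (adjusted p = 9.4e-04, and adjusted p = 0.448 with an estimated correlation), with 5 genes lower and none higher, also adjusted over the list alone. Of 31 measured genes of oligodendrocytes and myelin, 11 were higher in NOD/ShiLtJ forebrain and 1 lower (14 and 1 adjusted over the list alone; median 0.14, adjusted p = 0.00290, and adjusted p = 0.952 with an estimated correlation), such as Opalin (0.32, SE 0.11) and Mog (0.25, SE 0.06), both proteins of the myelin membrane. Of 17 measured thalamic genes, 7 were higher and none was lower there (9 and 1 adjusted over the list alone; median 0.22, adjusted p = 0.00594, and adjusted p = 0.952 with an estimated correlation). Markers of tissue that dissection can leave or take moved there too without passing the test: of 15 olfactory bulb genes 6 were lower and none was higher (8 lower adjusted over the list alone; median -0.38, adjusted p = 0.100), and of 17 choroid plexus genes 4 were higher and none was lower (6 higher adjusted over the list alone; median 0.29, adjusted p = 0.0687). In hindbrain 14 of 36 telencephalic genes were lower in NOD/ShiLtJ and none was higher, also adjusted over the list alone (median -0.24, adjusted p = 1.0e-05, and adjusted p = 0.448 with an estimated correlation), such as Dlx1, a transcription factor of interneurons (-0.96, SE 0.16). With centred arrays 8 of these genes were lower, and with 1 mouse left out 10 to 21 were lower and at most 1 higher. Also in hindbrain, 15 of 35 brainstem transcription factors were higher and none was lower, also adjusted over the list alone (median 0.18, adjusted p = 0.00122, and adjusted p = 0.448 with an estimated correlation), such as Hoxb5 (0.75, SE 0.24). Of 26 measured genes of sterol and fatty acid synthesis, 19 were higher in NOD/ShiLtJ hindbrain and 2 lower (20 and 2 adjusted over the list alone; median 0.15, adjusted p = 6.6e-06, and adjusted p = 0.267 with an estimated correlation). Of the 34 lists, 3 passed the camera test in forebrain, 3 in whole brain and 8 in hindbrain, and none did so in any region with an estimated correlation. These lists are not the GO terms of the paper, whose enrichment test was not repeated.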

All the 41 GO terms were identified in hindbrain. No GO term was associated with strain effect in either forebrain or whole brain.

Functional category analysis of the 157 KEGG pathways identified no pathway associated whole brain *vs.* forebrain comparison, strain effect, or drug effect. As shown in Table S5, there were 35 pathways significantly associated (FDR < 0.01) with the contrast of whole brain *vs.* hindbrain (21 pathways) and/or forebrain *vs.* hindbrain (21 pathways), with 7 pathways overlap (expect 3, Fisher's exact test *P*-value = 0.01). 

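Genes of the synaptic plasticity pathways were on balance lower in hindbrain, and those of the cancer pathways went both ways. Of 50 measured genes of long-term potentiation, 29 were lower in hindbrain than in forebrain and 11 higher, also adjusted over the list alone (median log2 difference -0.20, camera adjusted p = 7.2e-07, and adjusted p = 0.0398 with an estimated correlation). Camk4, a calcium-dependent kinase of the nucleus, was lower by a log2 difference of -1.21 (SE 0.10, n = 16 mice) and Prkca, a protein kinase C isoform, by -0.98 (SE 0.05). Plcb4, a phospholipase C isoform, was higher by 0.86 (SE 0.06) and Rps6ka6, a ribosomal kinase, by 0.56 (SE 0.08). Of 43 measured genes of long-term depression, 23 were lower and 12 higher, also adjusted over the list alone (median -0.11, adjusted p = 0.00247, and adjusted p = 0.0968 with an estimated correlation). Ryr1, a calcium release channel, was lower by -1.07 (SE 0.09) and Plcb1, another phospholipase C isoform, by -1.06 (SE 0.07), and Pla2g4a, a phospholipase A, was higher by 0.64 (SE 0.08). Of 61 measured genes of the melanoma pathway, 23 were higher and 21 lower (22 and 21 adjusted over the list alone), with a median of 0.04 that became -0.03 with centred arrays and a test that pointed down without passing (adjusted p = 0.644). Its lower genes included Hgf, a growth factor of epithelia (-1.18, SE 0.09), and its receptor Met (-1.01, SE 0.09). Of 21 measured genes of the thyroid cancer pathway, 8 were higher and 7 lower, also adjusted over the list alone, with a median of 0.02 that became -0.01 with centred arrays (adjusted p = 0.689). Tcf7l2, which is also in the thalamic list, was higher by 1.85 (SE 0.15), and Pparg, a nuclear receptor of fat cells, was lower (-1.19, SE 0.10). The pathway members were written from memory of KEGG, so they need not be the probesets the paper tested. The paper reports these pathways on the same samples, so their p-values are not independent evidence.

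**Figure D7:**
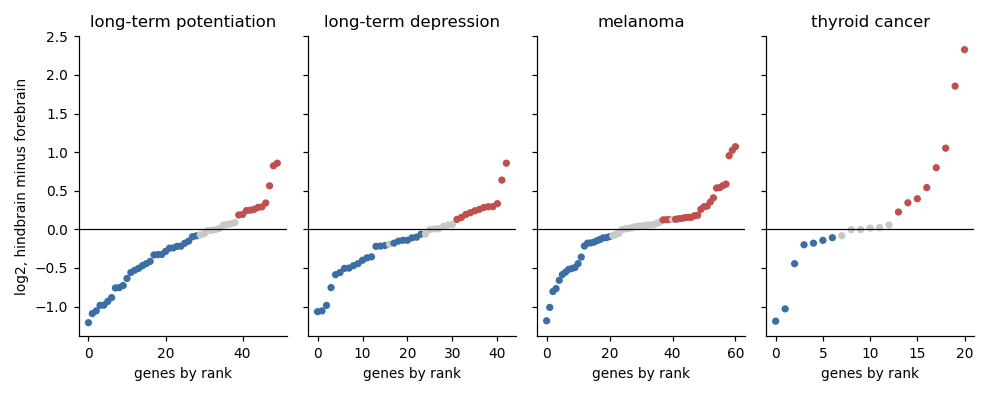
Log2 difference of hindbrain minus forebrain for each measured gene of 4 pathways on the 1.1ST arrays, by rank within the pathway. Red and blue points were called higher and lower in hindbrain and gray points were not called; 29 of 50 genes of long-term potentiation and 21 of 61 of the melanoma pathway were lower.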

Interestingly, we identified not only pathways related to crucial behavioral processes (*e.g.* long-term potentiation; Figure 4) and long-term depression (Figure S12), but also cancer-related pathways such as melanoma (Figure S13), and thyroid cancer (Figure S14). A careful examination of genes of melanoma pathway that were differentially expressed between brain regions revealed several growth factors, such as platelet-derived growth factor (*Pdgfd*) and fibroblast growth factors (*Fgf1*, *Fgf16*, *Fgf18*, and *Fgf22*), which suggested that these growth factors are involved in both brain function and tumor growth, although further studies are needed to illuminate the details. In addition, the hindbrain is known to differ from forebrain/whole brain in that it contains nuclei producing melanin (*i.e.,* substantia nigra) (Kim *et al.* 2006) and thyroid-releasing hormone (hypothalamus) (Alkemade *et al.* 2008), though the links to melanoma and thyroid cancer pathways remain unclear.

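Of the 5 growth factors, 4 were higher in hindbrain than in forebrain and 1 was lower. Pdgfd, a ligand of the PDGF receptor beta, had a log2 difference of 1.02 (SE 0.09, n = 16 mice), and Fgf1, a secreted growth factor of neurons and glia, of 1.07 (SE 0.06). Fgf18 differed by 0.95 (SE 0.07) and Fgf22, an organizer of synapses, by 0.59 (SE 0.06). Fgf16 was lower in hindbrain (-0.77, SE 0.08). All 5 were called by limma, Pdgfd, Fgf1 and Fgf18 were higher in 16 of 16 mice and Fgf16 was lower in 16 of 16. In whole brain minus forebrain they had the same signs and smaller values, 0.35 for Pdgfd, 0.40 for Fgf1, 0.43 for Fgf18, 0.21 for Fgf22 and -0.21 for Fgf16, and all 5 were called. As a list they had a camera adjusted p of 0.00786 (adjusted p = 0.0552 with an estimated correlation), which is not independent evidence, since the paper chose them on these samples.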

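Genes of dopamine neurons and of several hypothalamic neurons were higher in hindbrain, and most enzymes of melanin synthesis changed little. Th, the rate-limiting enzyme of dopamine synthesis, was higher in hindbrain than in forebrain by a log2 difference of 1.92 (SE 0.23, n = 16 mice), Ddc, which follows it, by 1.99 (SE 0.14), and Aldh1a1, an aldehyde dehydrogenase of nigral neurons, by 1.72 (SE 0.10). Of the enzymes and structural proteins of melanin, Tyrp1 (0.27, SE 0.08), Pmel (0.17, SE 0.07) and Mlana (0.16, SE 0.07) were called, and Tyr, the rate-limiting enzyme (-0.02, SE 0.06), and Dct (-0.17, SE 0.09) were not. Of the 13 measured genes of both groups, 9 were higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.0104, and adjusted p = 0.100 with an estimated correlation), with a median of 0.17 and a mean of 0.90. With centred arrays 6 were higher and 2 lower (median 0.07), and on the 1.0ST arrays 5 were higher and 2 lower (median 0.007). Trh, which encodes thyrotropin-releasing hormone, was higher in hindbrain by 0.54 (SE 0.20). Hcrt, the hypocretin of the lateral hypothalamus, was higher by 2.23 (SE 0.35), Gal, the neuropeptide galanin, by 1.46 (SE 0.19), and Oxt, oxytocin, by 1.28 (SE 0.23). Of 27 measured genes of hypothalamic neurons, 23 were higher in hindbrain and 2 lower, also adjusted over the list alone (median 0.54, adjusted p = 3.1e-04, and adjusted p = 0.195 with an estimated correlation).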

**Figure 4:**
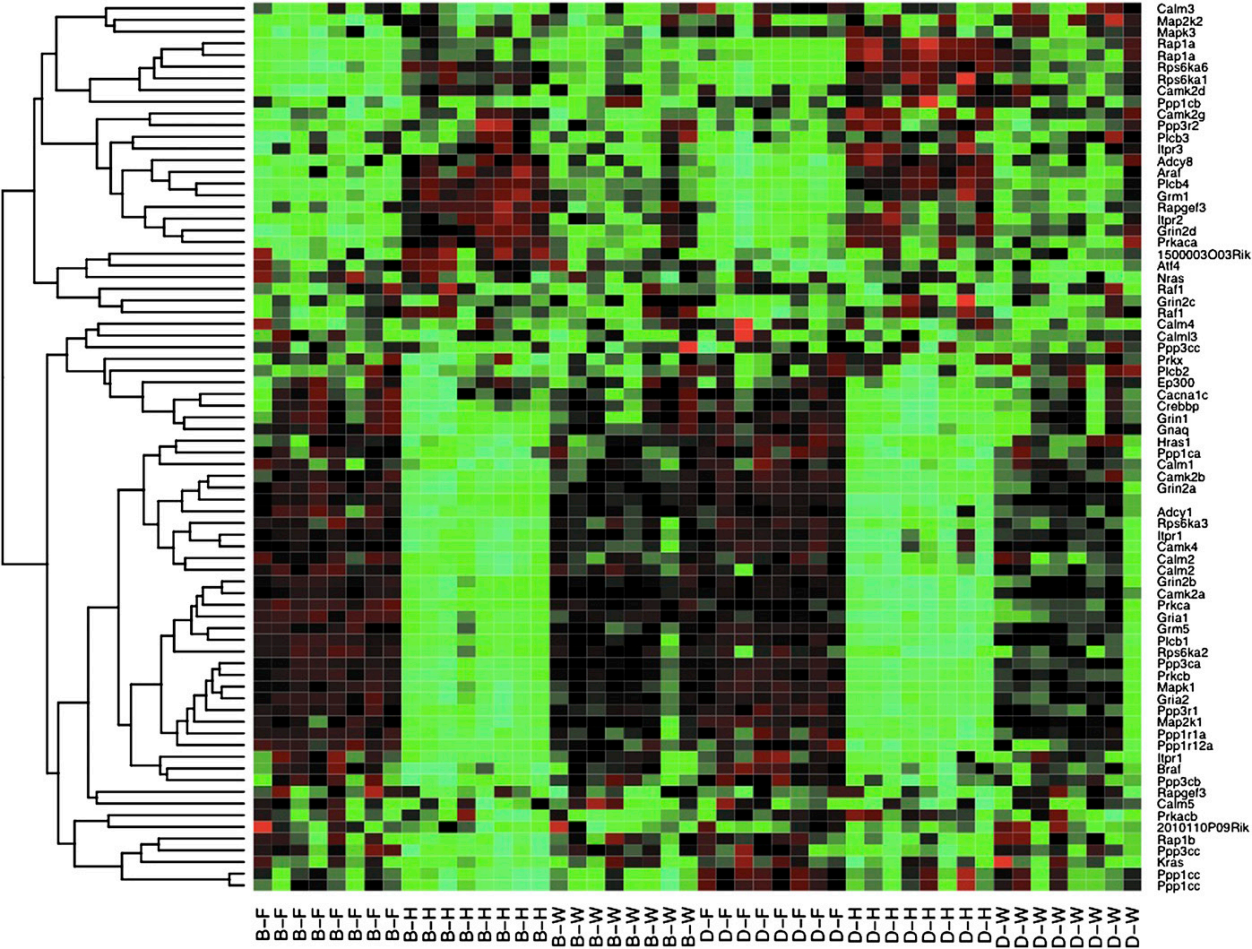
Heat map of the expression of the 77 probesets belonging to pathway “Long-term potentiation.” Each column of the heat map corresponds to a sample and each row corresponds to a probeset. In the column labels, B and D indicates strain of B6 and NOD, respectively, and F, H, and W indicate forebrain, hindbrain, and whole brain, respectively.

### The impact of genetic background

A total of 3896 transcripts were differentially expressed between C57BL/6J and NOD/ShiLtJ (in forebrain) using a *P*-value cutoff of 0.01 (FDR 0.048), and 1861 of these transcripts were also differentially expressed between brain regions (Figure 3B). 

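The 24 genes with the largest excess in NOD/ShiLtJ or C57BL/6J forebrain were called between the strains in all 3 regions. Of the transcripts called between the strains in forebrain, 3371 were also called in whole brain in the same direction and 4 in the opposite one, 2868 were called in hindbrain in the same direction and 44 in the opposite one, and 2518 were called in all regions. Retsat, higher in NOD/ShiLtJ forebrain by a log2 difference of 1.80, was also higher in hindbrain, by 1.69, and Akr1e1, an aldo-keto reductase higher in C57BL/6J, had -1.81 in forebrain and -1.57 in hindbrain. At an unadjusted p below 0.01, limma called 4655 transcripts in forebrain, with an FDR of 0.0397. Of the calls at an FDR below 0.05, 3015 (59.8%) were also called between brain regions, in hindbrain or in whole brain against forebrain, and 2024 were not. Of all transcripts, 48.7% were called between regions, which is the share that independent calls would have. Fgf18 is among those called for both factors, higher in NOD/ShiLtJ forebrain by 0.45 (SE 0.08, n = 8 mice per strain) and higher in hindbrain than in forebrain. On the 1.0ST arrays 1653 strain calls (27.3%) were also called between regions, where independent calls would have a share of 19.5%.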

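The strain difference depended on the region for genes of the thalamus and of sterol synthesis. Prkcd, a marker of thalamic relay neurons, was higher in NOD/ShiLtJ in forebrain (log2 difference 1.00, SE 0.20, n = 8 mice per strain) and lower in hindbrain (-0.66, SE 0.21), a difference between the regions of -1.66 (SE 0.28). Of 17 measured thalamic genes, 11 had a lower strain difference in hindbrain than in forebrain and none a higher one (13 and 1 adjusted over the list alone; median -0.58, camera adjusted p = 2.2e-17, and adjusted p = 0.0605 with an estimated correlation), such as Rgs16, a regulator of G protein signaling (-0.91, SE 0.16), and Ramp3, a receptor modulator (-0.89, SE 0.18). Of 26 measured genes of sterol and fatty acid synthesis, 9 had a higher strain difference in hindbrain and none a lower one (15 and 1 adjusted over the list alone; median 0.19, adjusted p = 9.9e-09, and adjusted p = 0.0605 with an estimated correlation), such as Cyp51 (0.45, SE 0.08) and Idi1 (0.43, SE 0.10), both enzymes of cholesterol synthesis. Of 36 telencephalic genes 5 had a lower strain difference in hindbrain (10 adjusted over the list alone; median -0.29, adjusted p = 2.3e-11, and adjusted p = 0.216 with an estimated correlation), and of 42 postsynaptic genes 5 (11 lower and 1 higher adjusted over the list alone; median -0.10, adjusted p = 9.9e-09, and adjusted p = 0.0723 with an estimated correlation), such as Shank3, a postsynaptic scaffold (-0.62, SE 0.09). Markers of choroid plexus moved with these groups, with a median of -0.29 that was 0.17 without mouse DD675, a NOD/ShiLtJ mouse (adjusted p = 8.6e-05, and adjusted p = 0.475 with an estimated correlation), and Ttr had a difference between regions of -2.23 (SE 0.57). The other largest differences between regions were in Tmprss11d (1.93), 4930578G10Rik (1.32), Serpina1b (1.24), Fads2b (1.10), Hspb8 (0.88), Crnde (-1.26), Ccl19 (-1.15) and Synpo2 (-1.09). By limma 693 transcripts were called for the interaction of strain with hindbrain, 346 higher and 347 lower in the strain difference of hindbrain, and 770 had an unadjusted p below 0.002, with an FDR of 0.0600. Without mouse DD675 the calls numbered 1644. For the interaction of strain with whole brain limma called 0 transcripts, with 1582 at an unadjusted p below 0.05, and 1 mixed model per transcript also called 0, with 1778 at that level.

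**Figure D8:**
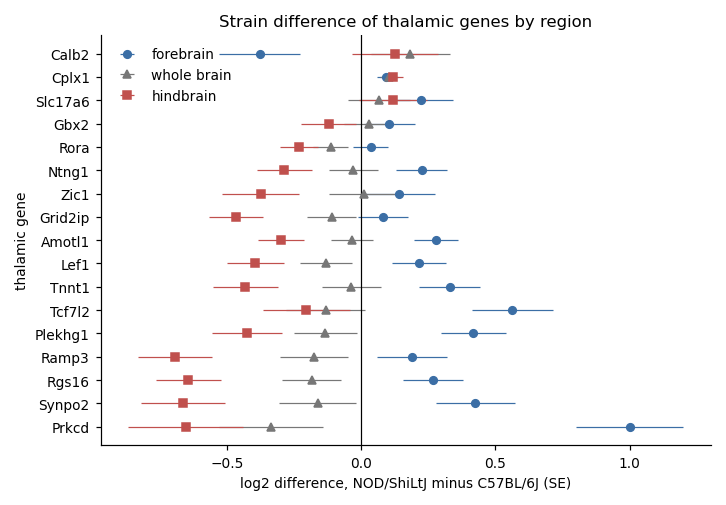
Log2 difference of NOD/ShiLtJ minus C57BL/6J for each of the 17 thalamic genes in forebrain, whole brain and hindbrain on the 1.1ST arrays. Points are the limma estimates over 8 mice per strain and lines the SE; Prkcd lies at 1.00 in forebrain and -0.66 in hindbrain.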

The strain effect was different between forebrain and hindbrain for 778 transcripts (*P*-value 0.002 and FDR 0.057; Figure 3C) but was remarkably similar between whole brain and forebrain for the vast majority of transcripts. This conclusion was confirmed by comparing *P*-values of strain effects assessed in forebrain and whole brain separately using linear fixed effect models (Figure S7a).

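The strain differences of single genes ran closer between forebrain and whole brain than between forebrain and hindbrain. H2-K1, the class I histocompatibility antigen, differed by a log2 difference of -0.73 in forebrain, -0.76 in whole brain and -0.90 in hindbrain, and Gabra2 by 0.81, 0.92 and 1.01 (n = 8 mice per strain). Fcrls, a marker of microglia, differed by -1.26 in forebrain, -1.36 in whole brain and -1.74 in hindbrain, and for Fcrls the hindbrain value was lower than that of forebrain by limma (-0.48, SE 0.12). With each region fitted alone over its 16 arrays, the squared correlation of the logarithm of the strain p-values across transcripts was 0.605 between forebrain and whole brain, 0.433 between forebrain and hindbrain and 0.547 between whole brain and hindbrain. Transcripts are not independent replicates, so no p is given. The log2 differences of the joint fit had an r of 0.883 across transcripts between forebrain and whole brain, 0.783 between forebrain and hindbrain and 0.865 between whole brain and hindbrain. Fitted alone, 2370 transcripts were called in forebrain, 4454 in whole brain and 4794 in hindbrain. From the comparison of p-values and the interactions, the paper concludes that the strain effect is similar in whole brain and forebrain for most transcripts and differs between forebrain and hindbrain for some.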

The wide variation in local levels of genetic diversity between C57BL/6J and NOD/ShiLtJ provides us with an opportunity to test whether the bulk of strain effects are attributable to local eQTL (gene expression quantitative trait loci), which is commonly referred to as *cis*-eQTL. To test this hypothesis, we grouped transcripts on the basis of the local level of genomic sequence similarity with the expectation that transcripts located in regions with very high sequence similarity between C57BL/6J and NOD/ShiLtJ were less likely to be differentially expressed between two strains. Among the 28,310 transcripts that we considered, 27,081 transcripts had non-missing genomic sequence similarity information (Wang *et al.* 2012; Yang *et al.* 2011). One transcript might have multiple genomic sequence similarity levels (in different regions of this transcript) that were not consistent. We define “consistency” as cases in which there is only one unique sequence similarity measurement or the standard deviation of all sequence similarity measurements is smaller than 0.001.

Among the 27,081 total transcripts analyzed, 22,963 transcripts had consistent sequence similarity measurements along the gene body and 10-kb flanking regions. For these transcripts, we calculated the average genomic sequence similarity over the gene body and flanking regions. The other group includes the remaining 4118 transcripts with inconsistent sequence similarity along the gene body and flanking regions. Transcripts with consistent sequence similarities were significantly less likely to show strain effects in forebrain (Figure 5, *P* < 2.2e^−16^). The effect of variable levels of sequence similarity along chromosomes is shown in Figure S15. We further divided the 4118 transcripts with variable DNA similarity measurements into four groups on the basis of on the identity-by-descent (IBD) status at 5′ and 3′ of the transcript (*i.e.,* as genotype identity >0.999 based on sequencing data). This level of similarity (*i.e.*, 1 SNP per 10 kb) is consistent with previous estimates for recent IBD from a recent ancestor and the error rate of the whole genome sequencing effort (Keane *et al.* 2011). We observed a general trend in which transcripts that were IBD at 5′ and/or 3′ end were significantly less likely to exhibit strain effects in forebrain gene expression than those without IBD (Figure 6, *P* = 1.5e^−4^). Moreover, another group of genes evidenced an interaction between strain and hindbrain effects. Transcripts with uniformly higher DNA similarities were significantly less likely to have strain × hindbrain interaction effects (*P* = 1.3e^−7^, Figure S16). Among transcripts with variable genomic sequence similarity, those IBD at 5′ and/or 3′ end were less likely to exhibit strain × hindbrain interaction effects (Figure S17).

**Figure 5:**
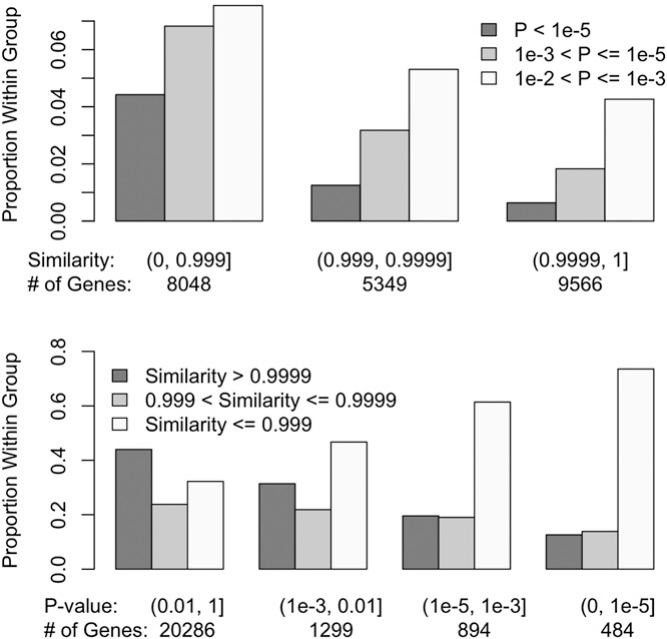
Comparisons of the categories of transcripts on the basis of strain effect *P*-value at forebrain and DNA similarity, for the 22,963 transcripts with consistent genomic sequence similarity estimates between NOD/ShiLtJ and C57BL/6J along the gene body and 10-kb flanking regions. In the upper panel, the transcripts were grouped on the basis of DNA similarity and within each group we compared proportion of transcripts with different *P*-values. In the lower panel, the transcripts were grouped on the basis of the strain effect *P*-values and within each group we compared the proportion of transcripts with different sequence similarities.

**Figure 6:**
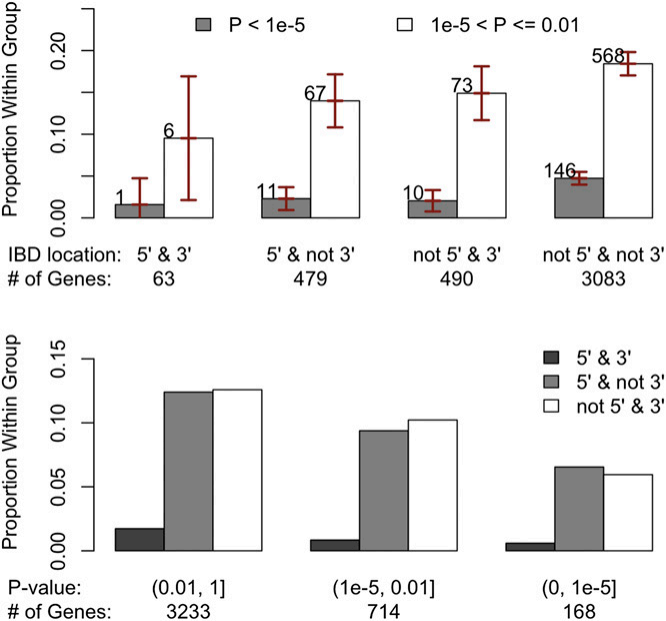
Comparisons of the categories of transcripts based on strain effect *P*-value at forebrain and IBD status at 5′ and 3′ regions for the 4118 transcripts with variable genomic sequence similarity estimates between NOD/ShiLtJ and C57BL/6J in the gene body. Here IBD is defined as genotypic identity > 0.999 using Sanger sequencing data. In the upper panel, the transcripts were grouped on the basis of IBD location and within each group we compared proportion of transcripts within different *P*-value ranges. The vertical bars indicated the 95% confidence intervals. In the lower panel, the transcripts were grouped on the basis of strain effect *P*-values and within each group, we compared the proportion of transcripts with different IBD location statuses.

## Discussion

The experiment reported here had two major goals. First, we assessed steady-state transcription in whole brain and two more specific brain regions. Second, we studied the impact of strain genetic background on expression levels. In addition, we also studied the effects of acute clozapine exposure on gene expression in mouse brain.

A critical issue in neuroscience is the region of the brain to study. For many developmental processes and diseases, detailed neuropathological studies have localized the brain region in which to survey the transcriptome. For most neuropsychiatric disorders, however, detailed knowledge of the appropriate brain region to study is lacking or, as with the many psychotropic medications including antipsychotics, the effects might be general across many brain regions. Thus, without more precise knowledge, an investigator might wish to assess transcription in a relatively large region of brain. In mouse, forebrain is often chosen for behavioral and psychopharmacology research given its superficial similarity to human prefrontal cortex. Alternatively, if localization is imprecise, a transcriptional survey might target one hemisphere. We were unable to identify studies that directly addressed this choice.

In direct and careful comparisons, we found considerable similarities between transcription in forebrain and whole brain. This is partly attributable to the fact that “whole brain” consisted of forebrain and hindbrain. Indeed, 94.6% of transcripts differentially expressed in forebrain *vs.* whole brain were also differentially expressed in forebrain *vs.* hindbrain, and no functional categories emerged in comparisons of whole brain *vs.* forebrain.

There were major effects of strain. The strains we studied (C57BL/6J and NOD/ShiLtJ) are superficially quite similar. Both are commonly used classical inbred strains, and over 93% of each genome is of *Mus musculus domesticus* origin (Yang *et al.* 2007). However, this overall comparison is misleading because there are considerable differences between these strains at a regional level (Yang *et al.* 2011). Supporting this contention, approximately 14% of all transcripts were differentially expressed between C57BL/6J and NOD/ShiLtJ in forebrain. 

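Strain differences of at least 2-fold in array signal were more often an excess in C57BL/6J than in NOD/ShiLtJ. Whether sequence differences between the strains under the probes alter that signal was not tested, here or for the other strain comparisons. Of the 28310 transcripts, 17.8% were called in forebrain, and 48.8% of these calls were higher in C57BL/6J (95% interval 47.4% to 50.2%, exact Clopper-Pearson, which covers counting error only). Of the 179 calls with at least a 2-fold difference, 128 were higher in C57BL/6J, such as Carmil1 and Ndufs5, a subunit of mitochondrial complex I, and 51 were higher in NOD/ShiLtJ, such as Pla2g4e, a phospholipase A, and Fv1, a restriction factor of retroviruses, a share of 71.5% for C57BL/6J (64.3% to 78.0%). Of the 28 calls with at least a 4-fold difference, 18 were higher in C57BL/6J, such as Pttg1 and Crym, a share of 64.3% whose interval (44.1% to 81.4%) includes equal shares. On the 1.0ST arrays the share for C57BL/6J was 40.5% of all calls, 70.8% of those with at least a 2-fold difference and 50% of those with at least a 4-fold difference.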

Genes with differential expression between strains did not form interpretable pathways, which suggests that strain effects do not result from larger scale processes (*e.g.,* selection) operating on the level of biological processes. We hypothesized that the bulk of strain effects might be attributable to *cis*-eQTL, and then the genes differentially expressed between two strains tend to have lower level of DNA sequence similarity between the two strains. Therefore a functional category is associated with strain effect only if a significant proportion of the genes in this category have lower level of DNA sequence similarity between the two strains, which was not observed in C57BL/6J and NOD/ShiLtJ.

Our results confirmed the association between the DNA sequence similarity between C57BL/6J and NOD/ShiLtJ and differential expression between these two strains. Transcripts with higher DNA similarities between C57BL/6J and NOD/ShiLtJ were much less likely to show strain effects. Moreover, among the 4118 transcripts with varying similarities between strains across their lengths, transcripts that were IBD at 5′ and/or 3′ ends were much less likely to exhibit strain effects. The similar effect of sequence diversity in the 5′ and 3′ of the genes suggest that polymorphisms in both the promoter regions and in the 3′UTRs have similar potential to explain gene expression variation, an important consideration when ascribing SNPs associated with biomedical traits to nearby gene. These analyses also indicate that number and strength of *cis*-eQTL should be higher in populations with high levels of genetic diversity such as the CC and DO (Bottomly *et al.* 2012; Collaborative Cross Consortium 2012; Svenson *et al.* 2012). This result easily explains the high number of *cis*-eQTL identified in experiments using incipient CC lines (Aylor *et al.* 2011; Durrant *et al.* 2011) and suggests that gene expression could be under genetic control in most genes in that population.

Finally, we assessed the impact of acute clozapine exposure on gene expression. In contrast to the robust strain and brain region effects, no transcript or functional categories is significantly associated with acute clozapine exposure. 

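Genes that glucocorticoid hormones induce were higher after clozapine in the 16 mice. Of 22 measured genes of this list, 17 were higher and none was lower (19 and none adjusted over the list alone), with a median log2 difference of 0.27 (camera adjusted p = 3.3e-33, and adjusted p = 0.00261 with an estimated correlation). Fkbp5, a chaperone of the glucocorticoid receptor, was higher by 0.59 (SE 0.09, n = 8 mice per treatment), Nfkbia, an inhibitor of NF-kappa-B, by 0.60 (SE 0.10), and Ddit4, an inhibitor of the mTOR pathway, by 0.61 (SE 0.10). These calls and SEs of single genes are from limma over the 48 arrays, and the SEs can understate the error between mice. With 1 mixed model per transcript none of the 17 was called, and with 1 mean per mouse only Cdkn1a and Map3k6 were. With 1 mean per mouse the list was higher by 0.36 after clozapine, in 8 of 8 clozapine mice above the vehicle median (exact two-sided permutation within strains, p = 0.00204, where the smallest possible is 4.1e-04), but not past 0.05 when adjusted over the 34 lists (p = 0.0694 from the exact test). By region the difference was 0.35 in forebrain, 0.37 in whole brain and 0.35 in hindbrain, and by strain 0.21 in C57BL/6J (n = 4, exact permutation p = 0.143) and 0.50 in NOD/ShiLtJ (n = 4, exact permutation p = 0.0286); the difference between strains was not tested. Of 24 immediate early genes 5 were higher and none was lower (7 and none adjusted over the list alone; median 0.08, adjusted p = 7.0e-06, and adjusted p = 0.769 with an estimated correlation), such as Dusp1, a phosphatase (0.53, SE 0.11), and Fos (0.42, SE 0.11). Of 19 endothelial and mural genes 6 were lower, also adjusted over the list alone (median -0.06, adjusted p = 4.6e-04, and adjusted p = 0.769 with an estimated correlation), such as Slco1a4, a transporter of the blood-brain barrier (-0.28, SE 0.05), and Cldn5, a tight junction protein (-0.23, SE 0.07). Of the immediate early and endothelial genes called by limma, none was called with 1 mixed model per transcript or with 1 mean per mouse. None of 22 measured dopamine, serotonin and other receptor genes that clozapine binds was called, also adjusted over the list alone (limma, adjusted p = 0.178 from camera). Markers of cerebellum, which was removed, moved with the treatment, higher by 0.35 with 1 mean per mouse (exact permutation p = 0.00735, adjusted p = 0.125 over the lists, from the exact test) though not in the limma fit (median 0.02, camera adjusted p = 0.454), and the clozapine mice were killed 40.05 min earlier in the day on average. Of the other lists of tissue, also with 1 mean per mouse, choroid plexus was higher by 0.22 (7 of 8 clozapine mice above the vehicle median, exact permutation p = 0.0608, adjusted p = 0.337). Lower were brainstem transcription factors, by -0.08 (1 of 8 above it, exact permutation p = 0.0143, adjusted p = 0.162), and endothelial and mural genes, by -0.12 (1 of 8 above it, exact permutation p = 0.0343, adjusted p = 0.233). Limma called 881 transcripts, 318 higher and 563 lower, with 4202 at an unadjusted p below 0.05, 1 mixed model per transcript called 11, with 3347 at that level, and 1 mean per mouse, chosen after seeing the data, called 12. With centred arrays limma called 324 higher and 381 lower, and with the hour of kill as a covariate 149 higher and 167 lower, 316 in all. The count of 881 was 1696 without mouse DD675 and lay between 406 and 559 without mouse DD656 (451), DD658 (559), DD676 (444), BB685 (406), BB687 (533) or BB708 (480). The paper proposes the sample size or the dosing of clozapine as reasons for the lack of significance.

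**Figure D9:**
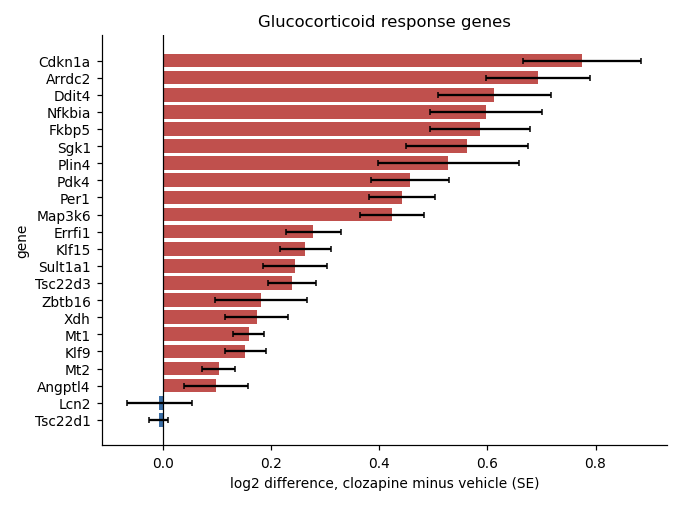
Log2 difference of clozapine minus vehicle for each of the 22 measured genes of the glucocorticoid response list on the 1.1ST arrays. Bars are the limma estimates over the 48 arrays, from 8 mice per treatment, and lines the SE of that fit. This SE counts the arrays of a mouse as nearly independent and can understate the error between mice. Limma called 17 of the 22, all higher after clozapine, and 1 mixed model per transcript called none.

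**Figure D10:**
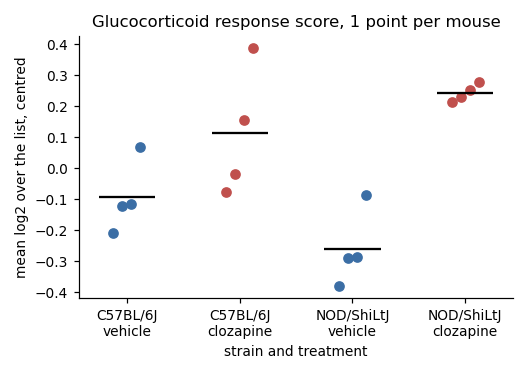
Mean log2 value over the glucocorticoid response list, centred over mice, with 1 point per mouse from its 3 arrays on the 1.1ST format and a line at each group mean, by strain and treatment. Each group holds 4 mice, and the 8 clozapine mice lie above the vehicle median.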

The lack of significance could have been attributable to insufficiently large sample size or technical aspect of clozapine dosing (*e.g.,* insufficient dose or duration of treatment). Intriguingly, four top-ranked biological processes from functional category analyses (hemopoiesis, immune system development, hemopoietic or lymphoid organ development, and myeloid cell differentiation) immediately suggest a connection to clozapine-induced agranulocytosis: a potentially lethal adverse effect of clozapine treatment in humans. Moreover, clozapine-induced weight gain is an additional adverse effect, and multiple relevant biological processes were altered in hindbrain, *e.g.,* regulation of generation of precursor metabolites and energy.

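Genes of blood cell formation did not move 1 way after clozapine. Of 42 measured genes of hemopoiesis and myeloid differentiation, 5 were higher after clozapine and 2 lower (6 and 4 adjusted over the list alone; median log2 difference 0.01, camera adjusted p = 0.31). Of the higher ones, Csf2ra, a receptor of a myeloid growth factor, had 0.14 (SE 0.04), Nfkbia and Fos are also in the glucocorticoid and immediate early lists, Junb is an immediate early gene (0.20, SE 0.06, n = 8 mice per treatment), and Il7r, the receptor of interleukin 7, had 0.21 (SE 0.05). The lower ones were Flt3, a receptor of blood cell progenitors (-0.16, SE 0.04), and Irf8, a transcription factor of myeloid cells and microglia (-0.16, SE 0.04). Markers of microglia were not called (median 0.01, adjusted p = 0.968), nor were 6 measured markers of blood (median -0.06, adjusted p = 0.31). With 1 mean per mouse the hemopoiesis list was higher by 0.02 after clozapine (exact permutation p = 0.0694, adjusted p = 0.337 over the lists, from the exact test). The called genes and their SEs are from limma over 48 arrays, and the SEs can understate the error between mice. With 1 mixed model per transcript none of the genes named here was called.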

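Of 20 measured genes of energy metabolism and weight regulation, 2 were higher after clozapine and none was lower (3 and 1 adjusted over the list alone; camera adjusted p = 0.113). Pdk4, a kinase that shuts carbohydrate out of mitochondrial oxidation and that glucocorticoids induce, was higher by a log2 difference of 0.46 (SE 0.07, n = 8 mice per treatment). Mc4r, the melanocortin receptor that limits food intake, was higher by 0.26 (SE 0.06). Npy, Pomc and Cartpt, which encode neuropeptides of feeding, were not called by limma. The calls and SEs of Pdk4 and Mc4r are from limma over the 48 arrays, and the SEs can understate the error between mice. Neither gene was called with 1 mixed model per transcript or with 1 mean per mouse. With 1 mean per mouse the list differed by 0.03 (exact permutation p = 0.124, adjusted p = 0.423 over the lists, from the exact test). Fitted alone over its 16 arrays, hindbrain gave 0 calls for clozapine by limma. Forebrain alone and whole brain alone also gave 0, so this count is not particular to hindbrain.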

In summary, we provide gene expression data and analytical results of comparing mouse gene expression in three brain regions and two strains. We conclude that gene expression measured in whole brain is highly similar to gene expression measured in forebrain and DNA variations around the gene, especially at 5′ or 3′ regions of the gene have large impact on gene expression.

## Supplementary Material

Supporting Information

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

Supporting Information 

# Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds

## Supporting Information for Sun *et al.*, 2012

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S17 and Tables S1-S5 (PDF, 6.1 MB)
- Figure S1 - Removal of cerebellum (PDF, 1 MB)
- Figure S2 - Separation of forebrain from hindbrain (PDF, 338 KB)
- Figure S3 - Conservative p-values from the initial analysis (PDF, 338 KB)
- Figure S4 - Surrogate Variable Analysis (PDF, 587 KB)
- Figure S5 - PCA for gene expression from 1.0ST cartridge arrays (PDF, 545 KB)
- Figure S6 - PCA for gene expression from 1.1ST peg arrays (PDF, 533 KB)
- Figure S7 - Comparison of brain-region-specific analysis and joint analysis (PDF, 320 KB)
- Figure S8 - Comparisons of two platforms (I) (PDF, 435 KB)
- Figure S9 - Comparisons of two platforms (II) (PDF, 294 KB)
- Figure S10 - Comparison with GNF Atlas data (PDF, 533 KB)
- Figure S11 - Comparison of differentially expressed genes in 1.0ST cartridge array (PDF, 533 KB)
- Figure S12 - Heatmap of the expression of pathway "Long-term depression" (PDF, 185 KB)
- Figure S13 - Heatmap of the expression of pathway "Melanoma" (PDF, 185 KB)
- Figure S14 - Heatmap of the expression of pathway "Thyroid cancer" (PDF, 845 KB)
- Figure S15 - Sequence similarity vs. strain effect in forebrain along chromosomes (PDF, 370 KB)
- Figure S16 - Comparison strain x hindbrain interaction effects vs. DNA similarity (PDF, 178 KB)
- Figure S17 - Comparison strain x hindbrain interaction effects vs. DNA similarity at 5' and 3' regions (PDF, 170 KB)
- Table S1 - FDR at different p-value cutoffs for 1.1ST array (PDF, 74 KB)
- Table S2 - FDR at different p-value cutoffs for 1.0ST array (PDF, 67 KB)
- Table S3 - The 122 GO terms associated with brain region effects (PDF, 74 KB)
- Table S4 - The 41 GO terms associated with strain effect in hindbrain (PDF, 58 KB)
- Table S5 - The 35 pathways associated with brain region effect (PDF, 58 KB)

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

# Cerebellum Dissection

Important Note: The following dissections are performed using the aid of a dissecting microscope, and on filter paper moistened with cold RNase-free 1X PBS, on top of a petri dish filled with ice. All surgical instruments are cleaned with RNaseZap in between each animal and brain region.

## Method:

Cut one side at the cerebellar peduncle (fig.1, black line) with surgical scissors, or by pinching with forceps.

Note: Inferior colliculi have been removed for better visualization of the peduncles. Removing the inferior colliculi is not necessary for the cerebellum dissection.

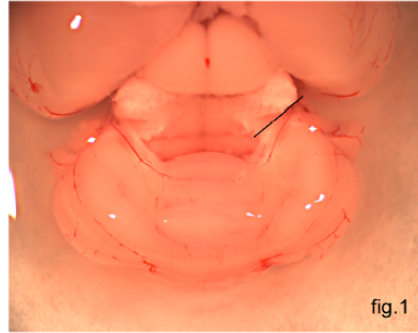

Gently push cerebellum to the side (fig.2).

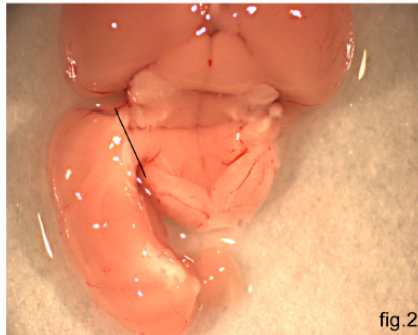

Snip the other cerebellar peduncle (fig.2, black line) to remove the cerebellum (cerebellum is shown removed in fig.3). Immediately place tissue in the bottom of a 15ml Falcon tube, and immediately snap freeze on dry ice.

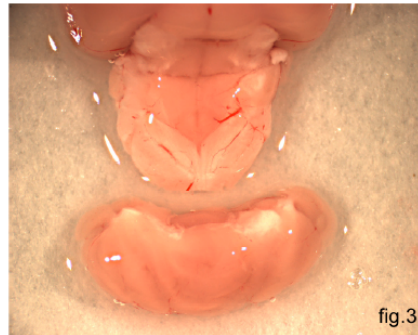

**Figure S1** Removal of cerebellum.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

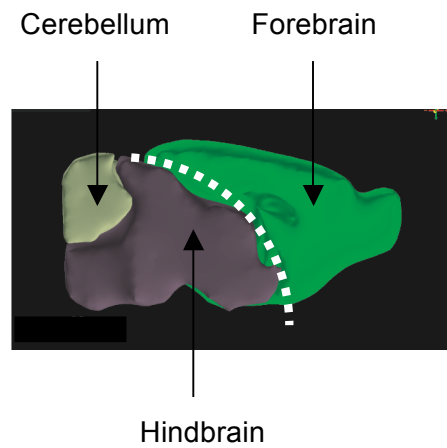

**Figure S2** Separation of forebrain from hindbrain. One end of fine, curved forceps was wedged into the natural division between forebrain and hindbrain (dashed white line). The forceps were then closed, which acted to scoop out the hindbrain while leaving the underlying cortex intact.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

(a) Eigenvalues and projection plots for the first three PCs.

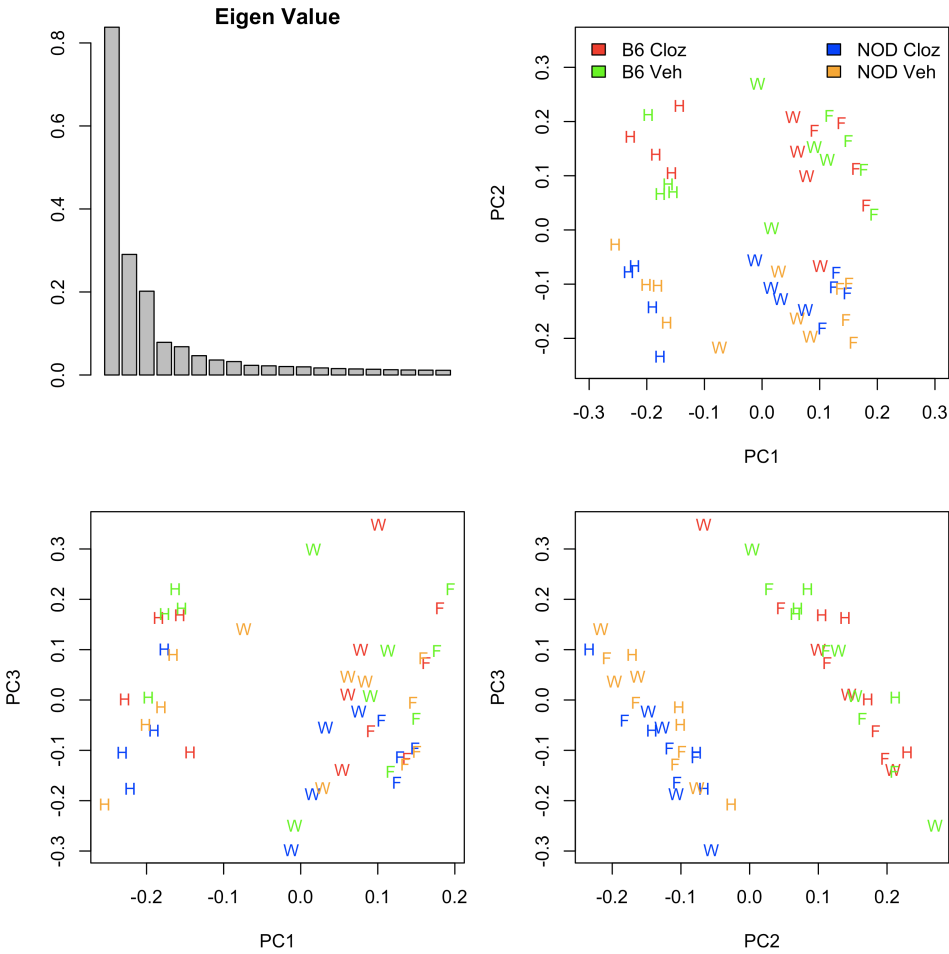

(B) R2 between the five covariates and the first 9 PCs. The covariate left/right indicate the sample is from left or right hemispheres.

|            |      |      |      |      |      |      |      |      |      |
|------------|------|------|------|------|------|------|------|------|------|
| left/right | 0    | 0    | 0    | 0.01 | 0.05 | 0    | 0.02 | 0    | 0.02 |
| drug       | 0    | 0    | 0.03 | 0.11 | 0    | 0.12 | 0.12 | 0.18 | 0.01 |
| strain     | 0.01 | 0.79 | 0.19 | 0.01 | 0    | 0    | 0    | 0    | 0    |
| region     | 0.94 | 0    | 0.02 | 0.04 | 0.07 | 0.01 | 0.39 | 0.02 | 0.01 |
| day        | 0.04 | 0.06 | 0.02 | 0    | 0.42 | 0    | 0.02 | 0.01 | 0.03 |
|            | PC 1 | PC 2 | PC 3 | PC 4 | PC 5 | PC 6 | PC 7 | PC 8 | PC 9 |

**Figure S5** PCA for gene expression from 1.0ST cartridge arrays.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

(a) Eigenvalues and projection plots for the first three PCs.

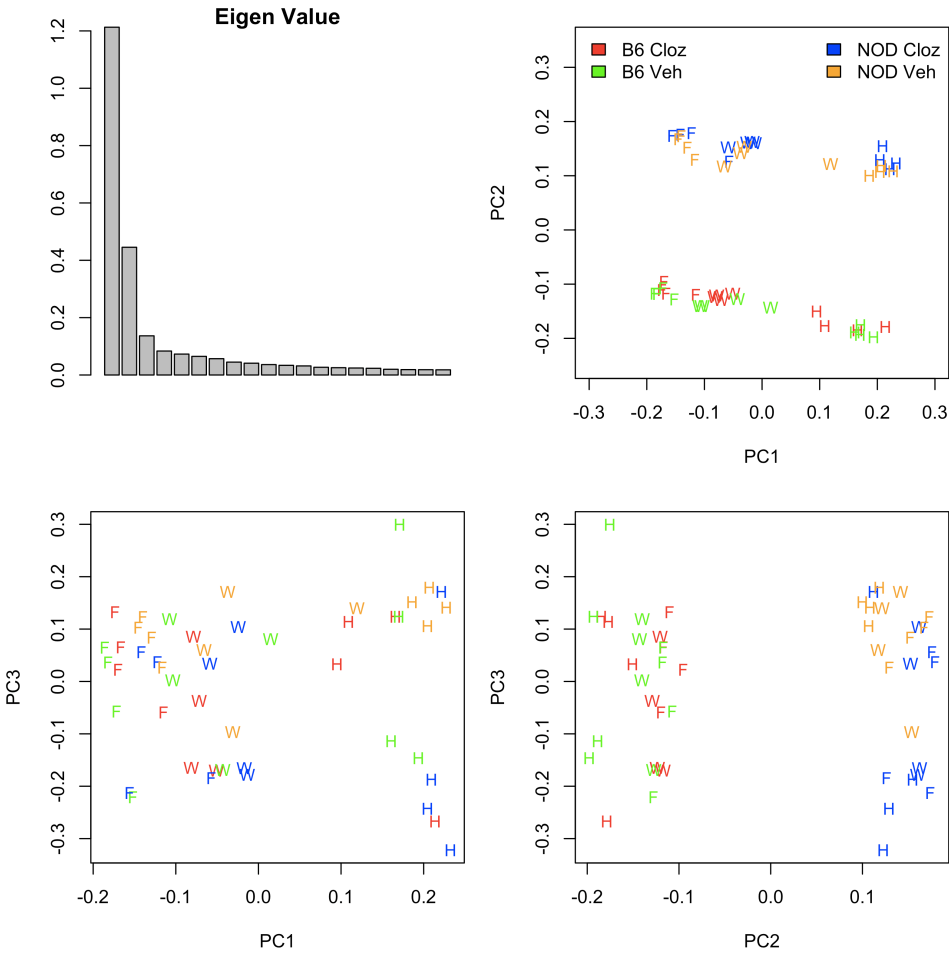

(b) R2 between the five covariates and the first 9 PCs.

|            |      |      |      |      |      |      |      |      |      |
|------------|------|------|------|------|------|------|------|------|------|
| left/right | 0    | 0    | 0.01 | 0    | 0.01 | 0.03 | 0    | 0    | 0.01 |
| drug       | 0    | 0    | 0.12 | 0.02 | 0.06 | 0.09 | 0.22 | 0.08 | 0.01 |
| strain     | 0.03 | 0.96 | 0    | 0    | 0    | 0    | 0    | 0    | 0    |
| region     | 0.92 | 0.02 | 0    | 0.13 | 0.07 | 0.08 | 0.1  | 0.1  | 0.08 |
| day        | 0.03 | 0.04 | 0.01 | 0.13 | 0    | 0.08 | 0.02 | 0.05 | 0    |
|            | PC 1 | PC 2 | PC 3 | PC 4 | PC 5 | PC 6 | PC 7 | PC 8 | PC 9 |

**Figure S6** PCA for gene expression from 1.1ST peg arrays.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

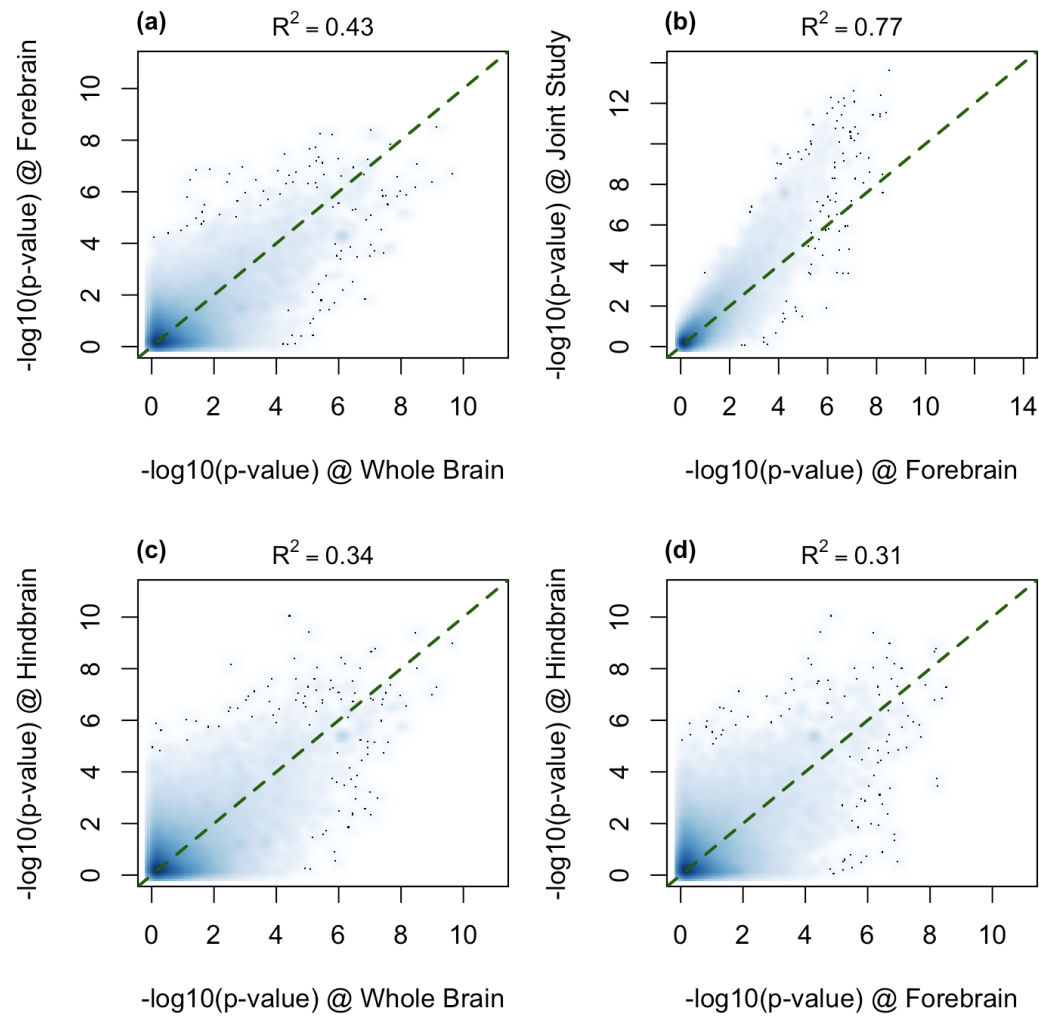

**Figure S7** Comparison of brain-region-specific analysis and joint analysis. Comparison of strain effects assessed in different brain regions (by fixed effect model) or assessed by joint modeling three brain regions using linear mixed effect model. The  $R^2$  is calculated as the correlation square of  $-\log_{10}(\text{p-value})$ .

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

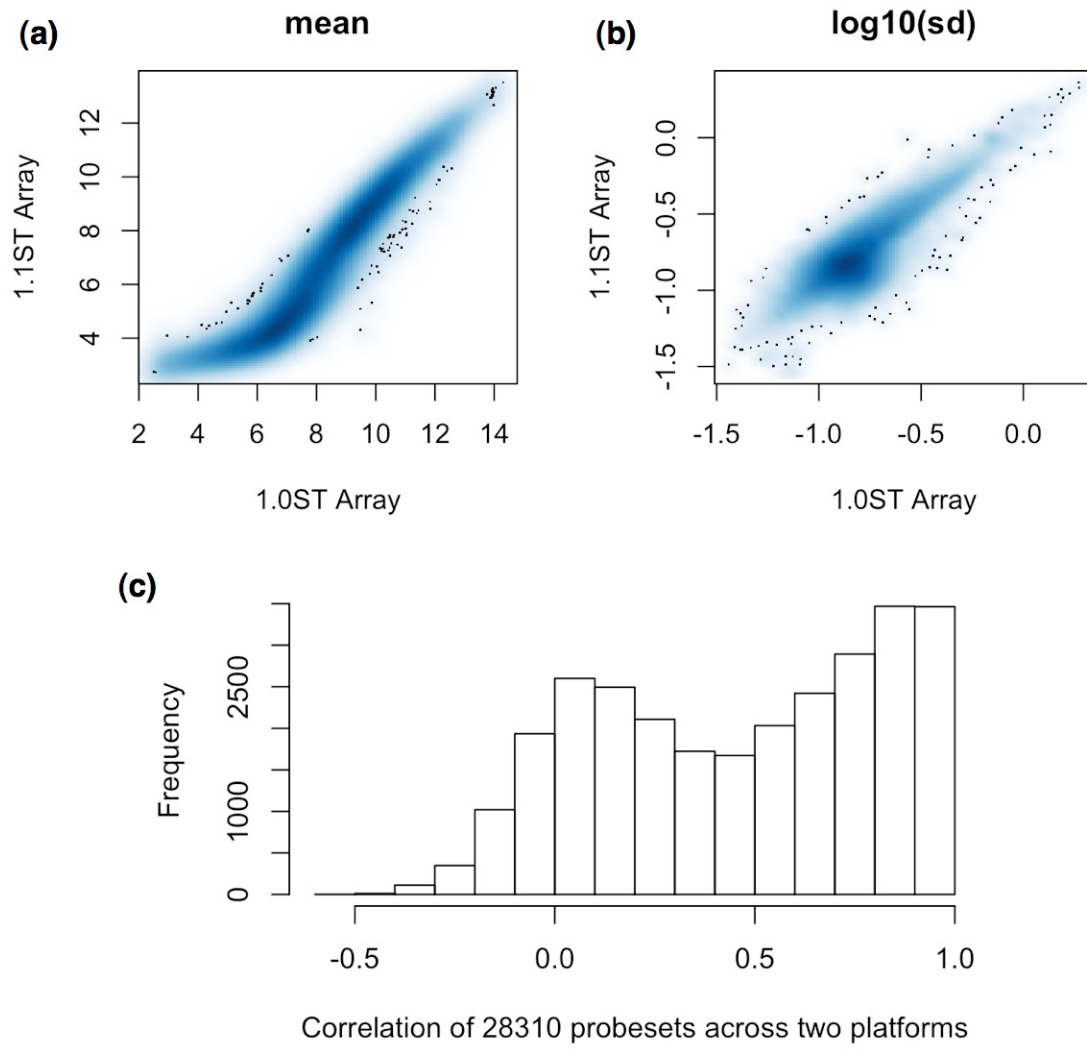

**Figure S8** Comparisons of two platforms (I). (a) Scatter plot of the expression means of the 28,310 transcripts across the two platforms. (b) Scatter plot of the expression standard deviations of the 28,310 transcripts across the two platforms. (c) Histogram of the correlations of transcript expression across the two platforms. The correlation of each transcript is calculated as follows. Since there are 48 samples for each platform, the expression data of one transcript across the two platforms are two vectors of length 48, and the correlations of these two vectors were calculated.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

(a) Cross-platform correlations and mean expression level and standard deviations.

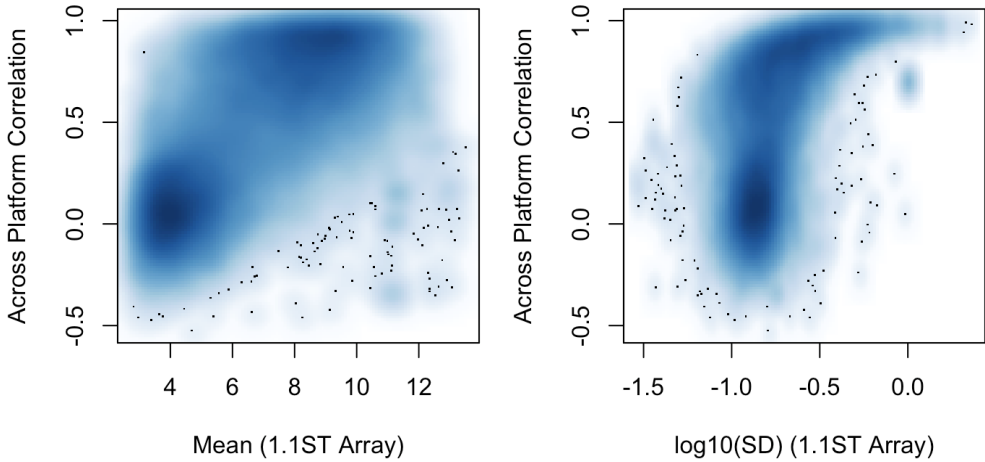

(b) The overlap of the differentially expressed genes across the two platforms.

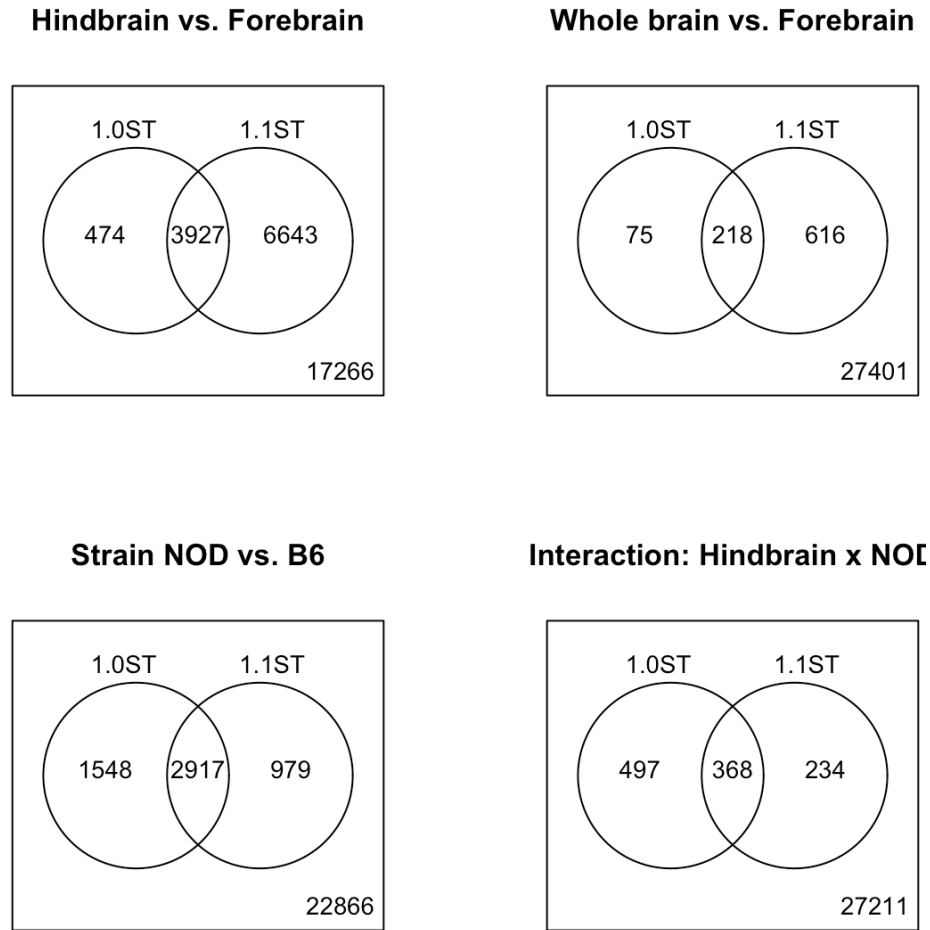

**Figure S9** Comparisons of two platforms (II).

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

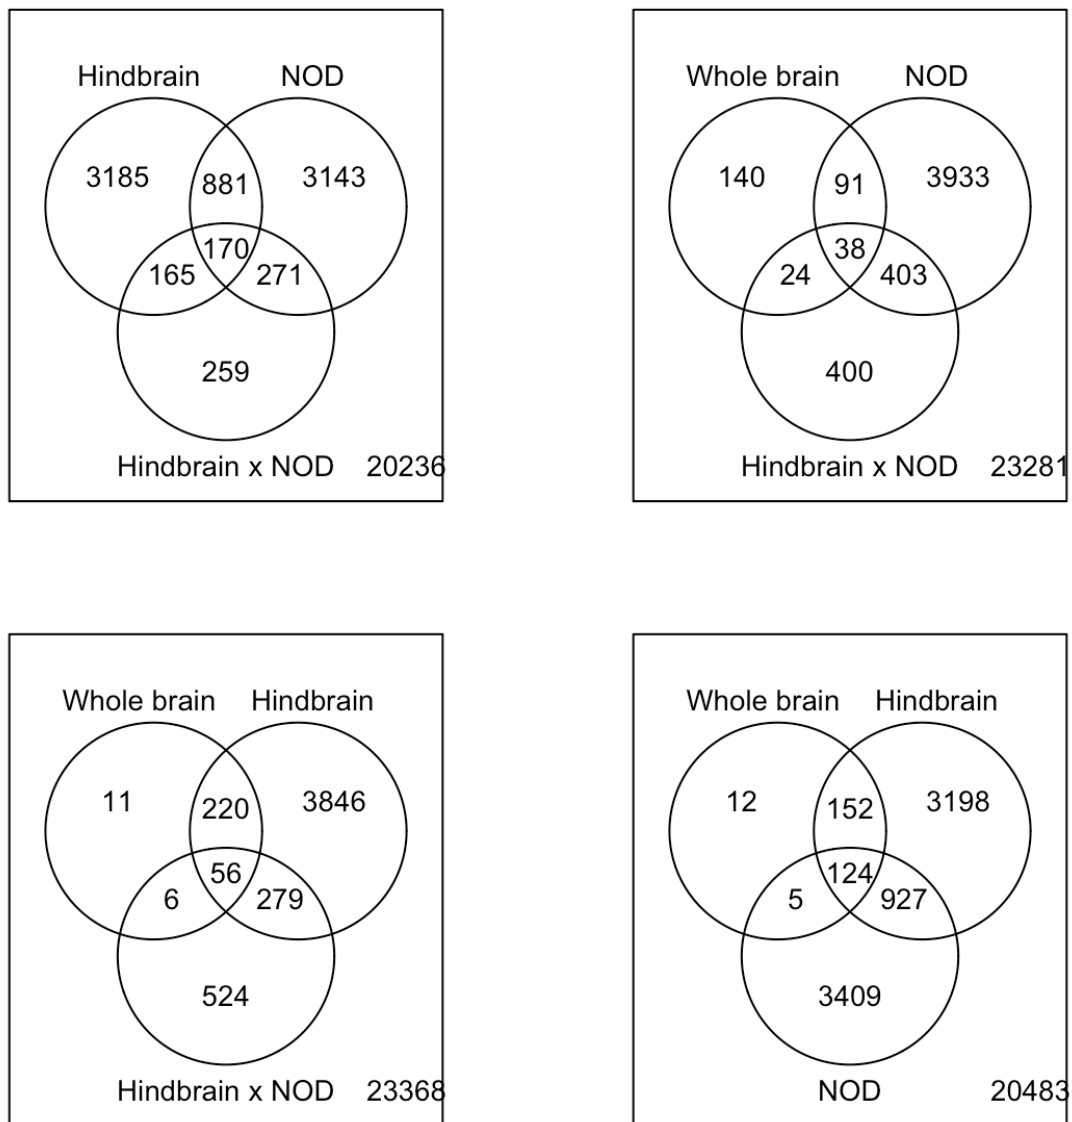

**Figure S11** Comparison of differentially expressed genes in 1.0ST cartridge array. This Venn diagram is based on the results from linear mixed effect model for all the 48 samples and p-value cutoff for differential expression is decided by  $FDR < 0.05$ . Circles labeled by Hindbrain/Whole brain describe the differential expression between forebrain and Hindbrain/ Whole brain, circles labeled by NOD describe the differential expression between strains B6 and NOD, and Hindbrain x NOD indicates interaction term between Hindbrain indicator and NOD strain indicator.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

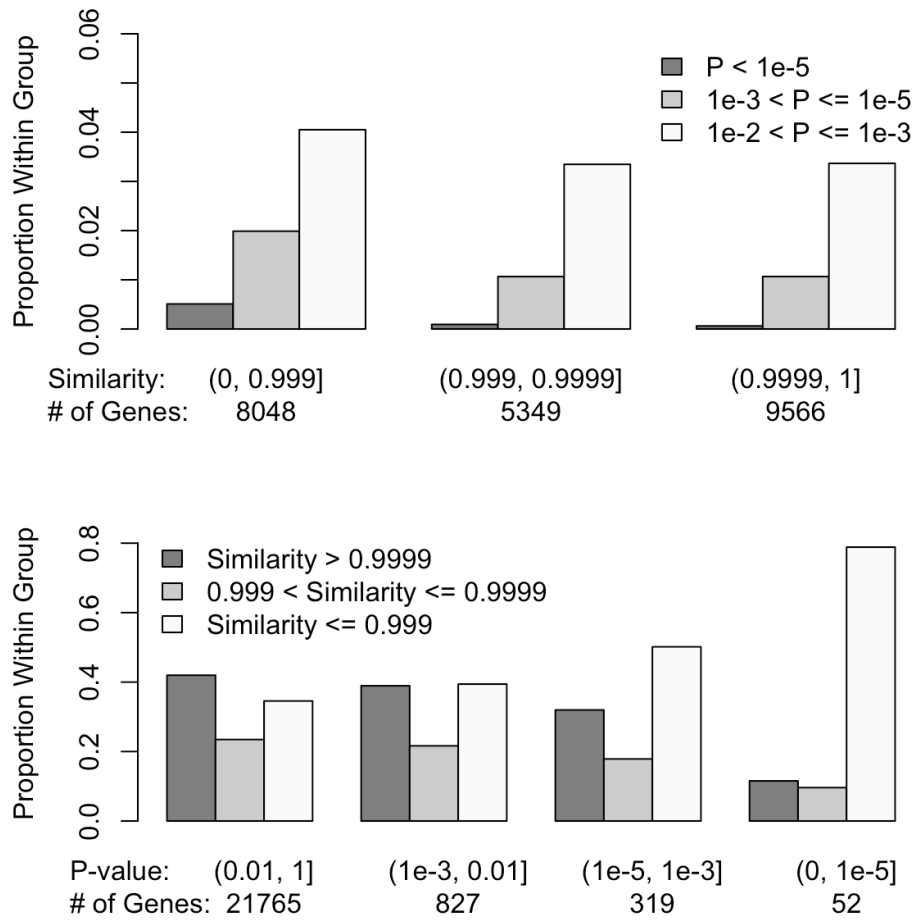

**Figure S16** Comparison strain x hindbrain interaction effects vs. DNA similarity. Comparisons of the categories of transcripts based on p-value of strain x hindbrain interaction and DNA similarity, for the 22,963 transcripts with consistent DNA similarity measurements along the gene body. In the upper panel, the transcripts were grouped based on DNA similarity and within each group we compared proportion of transcripts within different p-value ranges. In the lower panel, the transcripts were grouped based on strain x hindbrain interaction effect p-values and within each group we compared the proportion of transcripts with different DNA similarities.

# Supplementary material for: Transcriptome Atlases of Mouse Brain Reveals Differential Expression Across Brain Regions and Genetic Backgrounds
**Source:** G3 (Bethesda). 2012 Feb 1;2(2):203–11. doi: 10.1534/g3.111.001602
**Supplement:** Supporting Information

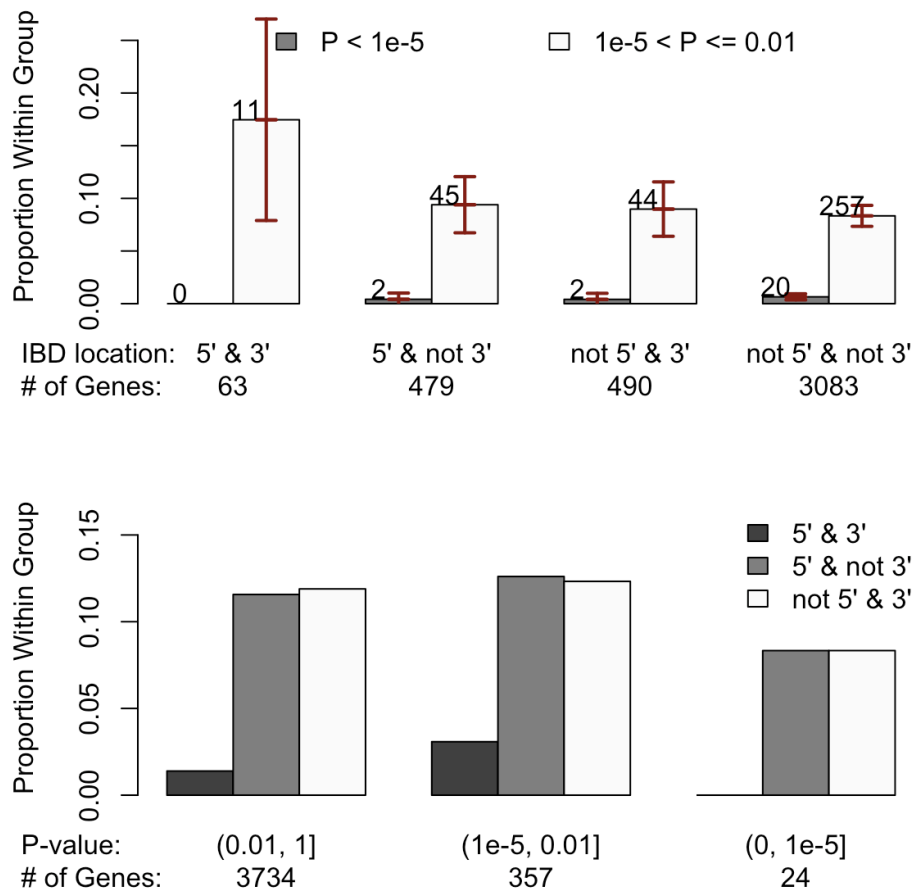

**Figure S17** Comparison strain x hindbrain interaction effects vs. DNA similarity at 5' and 3' regions. Comparisons of the categories of transcripts based on p-value of strain x hindbrain interaction and IBD status at 5' and 3' regions, for the 4,118 transcripts with variable DNA similarity measurements in the gene body. Here IBD is defined as DNA similarity > 0.999. In the upper panel, the transcripts were grouped based on IBD location and within each group we compared proportion of transcripts within different p-value ranges. The vertical bars indicated the 95% confidence intervals. In the lower panel, the transcripts were grouped based on strain x hindbrain interaction p-values and within each group we compared the proportion of transcripts with different IBD location statuses.

How the deposited data were processed for this re-analysis (not part of the article)

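RNA of 48 samples was measured, the forebrain, hindbrain and whole brain of 16 male mice of C57BL/6J and NOD/ShiLtJ, treated with clozapine or vehicle, on the Affymetrix 1.0ST and 1.1ST arrays. The authors summarized and normalized the arrays by RMA with Affymetrix Expression Console 1.1, as the deposited processing notes state, and the deposited values are log2 intensities of transcript clusters. The paper kept 28310 of the clusters, and these were used here. Array medians lay between 6.28 and 6.61 on the 1.1ST arrays and between 8.14 and 8.23 on the 1.0ST arrays, so no array was rescaled in the analysis shown first. Conditions come from the sample labels. The batch of the arrays and the hemisphere of a sample are not in these labels and were not used, whereas the paper used the batch as a covariate.

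Differences were computed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0 on the 1.1ST arrays, with a mean for each of 6 groups of strain and region, the treatment, 5 surrogate variables and the mouse as a random block. The surrogate variables follow the description in the paper as far as the labels allow: principal components of the residuals of a model with the interactions of region, strain and treatment, but without the batch, each replaced by the first component of the 1000 transcripts most correlated with it, so they need not equal those of the authors. They take up part of the differences between regions, which are smaller in the fit than between the group means. The consensus correlation between arrays of a mouse was 0.0340. As a check of the pairing, residuals of 2 regions of the same mouse had a mean correlation of 0.0825 (forebrain and whole brain), 0.121 (forebrain and hindbrain) and 0.0402 (whole brain and hindbrain), against -0.0243 for different mice. P-values are two-sided, and the FDR follows the formula of the paper, with calls at an FDR below 0.05 over all transcripts. Mixed models were fitted for each transcript with lme4 1.1.37 and lmerTest 3.1.3. Permutation tests of treatment used 1 mean per mouse and all exchanges of treatment within strains. The distance test drew 1e+05 permutations of the region labels within mice.

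Of the clusters, 21207 carry 1 gene symbol, 1867 carry several and 5236 none, and 1383 genes have more than 1 cluster, of which the one with the highest mean was used. Gene positions come from the annotation of GRCm38.p6, and 111 clusters whose symbol differed from that in the table of the 1.0ST array were not named. The genes named are those the paper names, the 12 with the largest difference in each direction between hindbrain and forebrain among those with the same direction in 16 mice, 5 in each direction between whole brain and forebrain with the same direction in at least 14 mice, 12 in each direction between the strains in forebrain without overlap of the strains, 5 in each direction for an interaction, the 10 with the smallest p for clozapine, and up to 3 in each direction from a list, with further members of a list given where they clarify it.

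The 34 gene lists were written from memory of the literature and of KEGG, and cover neurons of the telencephalon, brainstem, thalamus and hypothalamus, transmitter systems, glia, vessels, meninges, choroid plexus, cerebellum, olfactory bulb, pituitary and blood, the pathways and functions the paper discusses, known strain variants, immediate early genes, glucocorticoid response, sterol synthesis, clozapine receptors, the circadian clock and a check of sex. They were tested with camera on values with the correlation within mice removed, with a preset correlation of 0.01 between genes and, as an alternative, with an estimated one. Counts called adjusted over the list alone use the Benjamini-Hochberg adjustment over the members of 1 list, not the formula of the paper.

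The model was tested on simulated data with changes added to transcripts of known identity. At a 1.25-fold change, 92.5% of the added differences between hindbrain and forebrain were called, 83.6% of those between strains and 98.5% of those of treatment, and at a 2-fold change 100% of each. Over all calls, 2.01% of those between hindbrain and forebrain were false, 5.10% of those between strains and 8.72% of those of treatment. With a correlation of 0.5 within mice in 10% of the transcripts, 64.2% of the strain differences of 1.25-fold were called, and 13.5% of the treatment calls were false. The number of arrays limits the precision to the SE given beside each value. For clozapine that SE counts the arrays of a mouse as nearly independent and can understate the error between mice.

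The alternatives chosen before the data were examined are the 1.0ST arrays, no surrogate variables or ones from the residuals, no block or a fixed block of the mouse, mixed models, the Benjamini-Hochberg adjustment, clusters with a mean above 5 or with 1 symbol, centred arrays, the hour of kill as a covariate, each strain or region alone, litter size as a random block, each mouse left out, and 3 arrays left out. Alternatives chosen after seeing the data are 1 mean per mouse, the paper's p thresholds and leaving out the whole brain of mouse DD656. The enrichment test of GO and KEGG categories and the comparison of DNA similarity with expression were not repeated, since the public categories and genotypes were not among the files at hand.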

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

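The tests of a fault of a single array and of all clozapine calls against the mixed model were chosen after the result was seen, and the others before it. A mouse was marked where its value lay apart from the others of its group by Dixon's test, which marks about 1 in 20 groups by chance; 11 of 66 groups were marked.

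The whole brain of mouse DD656, a NOD/ShiLtJ mouse, had a PC1 score of 22.1, where the nearest of its group had -2.47, a mean distance to its group of 6.02 (times 1000) and a hindbrain share of 71.5%, and Tbr1, a gene of cortical neurons, stood there at 7.96. A larger portion of hindbrain tissue in that sample may explain this, but the share of 71.5% comes from the same array and only restates the pattern. An exchange of the labels of its whole brain and hindbrain is argued against by the hindbrain array, at 96.4%, and a fault of 1 array by the 1.0ST array of the same RNA, at 70.03%. The portion of hindbrain was not measured otherwise and stays open.

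Most other samples far from their group were of NOD/ShiLtJ. The forebrain of mouse DD678 had a PC1 score of -10.6 (nearest -21.6), with Slc6a5, the glycine transporter of brainstem neurons, at 8.15 and Ccl19, a chemokine, at 9.63, and its hindbrain had a mean distance to its group of 6.42. The forebrain of mouse DD676 had a mean distance of 7.65 and an array median of 6.28. In C57BL/6J, Cdkn1a, which stress hormones induce, stood at 9.58 in the forebrain of mouse BB685.

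The strain difference in hindbrain differed from that in forebrain in 693 transcripts. It was higher in hindbrain for Tmprss11d, a protease (1.93), 4930578G10Rik (1.32), Serpina1b, a protease inhibitor (1.24), Fads2b, a desaturase (1.10), and Hspb8, a heat shock protein (0.88), and lower for Ttr, the thyroid hormone carrier of choroid plexus (-2.23), Prkcd, a kinase of thalamic neurons (-1.66), Crnde (-1.26), Ccl19 (-1.15) and Synpo2 (-1.09). Of 17 thalamic genes, 7 were higher and none was lower in NOD/ShiLtJ forebrain (median 0.22), and 1 was higher and 12 were lower in its hindbrain (median -0.38), but with an estimated correlation the list passed in neither (adjusted p = 0.952 and 0.448). A dissection border that leaves more diencephalon in the C57BL/6J hindbrain could produce this, and the median of -0.11 in whole brain, where no border is cut, is in line with it. A strain difference wherever the thalamus lies would have the same sign in each region. Of the 17 genes, 16 had a higher estimate in NOD/ShiLtJ forebrain and 14 a lower one in NOD/ShiLtJ hindbrain. These signs argue against such a difference as the only cause. The median of the strain difference in hindbrain minus in forebrain stayed between -0.67 and -0.55 with 1 mouse left out. The whole brain median was 29.6% of that in hindbrain, but this value does not decide it. Both whole brain values include the array of mouse DD656, where Prkcd was the highest of the NOD/ShiLtJ whole brains (10.40, nearest 9.84). No whole brain median without that array was computed. Whether expression also differs within the thalamus stays open.

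The glucocorticoid response list, with genes such as Fkbp5 and Sgk1, was higher by 0.356 after clozapine, in data for which the paper reports no list of this kind. Counting 3 arrays of a mouse as nearly independent may account for some of the clozapine calls. The mixed model made 11 of them, but fewer calls do not by themselves show smaller differences, so this cannot decide it. With the treatment labels exchanged, fits of the limma kind made at most 333 calls, against 800 with the real labels. How many calls are due to such counting stays open. For the list itself such counting is argued against by the exact test with 1 value per mouse (p = 0.00204, or 0.0694 adjusted over the 34 lists), and the hour of kill by a difference of 0.354 with that hour in the model. Both groups were injected, and how clozapine would have raised these genes stays open.

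With the labels of the samples exchanged in 99 other splits, all fitted with the correlation within mice taken from a subset of transcripts, so that the real counts differ slightly from those given elsewhere, chance can be excluded for the calls between hindbrain and forebrain (real 13572, highest other 1516), whole brain and forebrain (4065 and 812), whole brain and hindbrain (12414 and 134), the strains in forebrain (5018 and 21), hindbrain (5805 and 97) and whole brain (5077 and 27), strain with hindbrain (672 and 59) and clozapine (800 and 333), in each of which 1 split of 100, the real one, had as many calls. For strain with whole brain the real count was 0 (highest other 12), so 100 of 100 splits had as many by construction, and nothing follows about chance.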

How the results depend on the processing

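The mean per mouse, the paper's p thresholds and leaving out the whole brain of mouse DD656 were chosen after the result was seen. The other alternatives were set in advance, and where a value moved the cause was not tested. Of the tests of a named gene such as Slc6a5 or Ccl19 in a comparison, 477 kept direction and side of the threshold on the 1.0ST arrays, 211 were weaker and 8 turned; without surrogate variables 559 kept both, 136 were weaker and 1 turned; without the mouse as a replicate block 688 kept both and 8 were weaker. Of the tests of a gene list in a comparison, passed or not, 204 kept their side of the threshold on the 1.0ST arrays, 29 lost it and 5 gained it; with an estimated correlation 57 lost it, most of those that had passed, and 181 stayed, most of which had not passed; without surrogate variables 218, 11 weaker and 9 stronger; with the cluster of largest t 235, 2 weaker and 1 stronger. Without a replicate block the calls were 13440 for hindbrain and forebrain, and with the mouse as a fixed replicate block 12684, with 1 call for strain with whole brain.

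The 1.0ST arrays gave 5502 calls for hindbrain and forebrain, 434 for whole brain and forebrain and 7752 for whole brain and hindbrain, a shared percentage of 96.8, 1653 strain calls also called between regions, 40.5% of strain calls higher in C57BL/6J, a PC1 of 41.9%, R2 of strain p-values of 0.571 (forebrain and whole brain) and 0.468 (forebrain and hindbrain), and 12 lists past the test for whole brain, 1 for strain in forebrain, 5 in hindbrain and 1 in whole brain. There the turned genes had Pax8 -0.0217 and Gata2 -0.0350 (whole brain), Lhx4 -0.00085, Chrm4 0.0242 and Npy 0.0366 (strain in hindbrain), Tbx19 0.00576 (strain in forebrain), H2-K1 -0.00539 and Cartpt -0.00453 (hindbrain). Without surrogate variables Zic2 had 0.0275 (strain in hindbrain), and the calls were 3315 for strain in forebrain, 3034 in whole brain and 313 for strain with hindbrain, the shared percentage 98.0, the C57BL/6J percentage 56.3, the R2 0.701, 0.533 and 0.616, and the lists for clozapine 9. Surrogate variables from the residuals gave 8759 for whole brain and forebrain, 1197 for strain with hindbrain, 5 for strain with whole brain and 2299 for clozapine. Centred arrays gave 6355 for whole brain and forebrain, 3 for strain with whole brain and 46.2% of strain calls higher in C57BL/6J; clusters with 1 symbol gave 1 for strain with whole brain. With an estimated correlation the lists past the test were 7 for hindbrain, 8 for whole brain, 0 for strain in each region, 0 for strain with hindbrain and 1 for clozapine, and with the cluster of largest t 1 for strain in whole brain.

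With fewer samples, C57BL/6J alone gave 1369 calls for whole brain and 0 for clozapine, NOD/ShiLtJ alone 2440 and 296, and forebrain, whole brain and hindbrain alone 0, 0 and 0 for clozapine; forebrain alone and whole brain alone gave 0 and 0 clock genes with the hour of kill. The 16 arrays of forebrain alone gave 2370 strain calls, and means over the 3 regions of a mouse, which are not values of forebrain, 7429 without a block and 11327 with litter size as a random block. Without the whole brains of mice DD656 and BB708 and the forebrain of mouse DD676, strain with whole brain had 1 call, clozapine 366, and the shared percentage was 95.3; with split forebrains it was 85.1 or 93.4. For clozapine the hour of kill left 316 calls, the mixed model 11 and 1 mean per mouse 12. PC1 held 24.5% with scaled transcripts, 99.9% without centring and 49.1% for clusters above 5, and the cross-platform rho was 0.976 for means and 0.713 for SDs. With 1 mouse left out, the lowest and highest counts were 7961 and 14857 (hindbrain and forebrain), 1043 and 4665 (whole brain and forebrain), 8695 and 13626 (whole brain and hindbrain), 4411 and 5364 (strain in forebrain), 5317 and 7082 (in hindbrain), 4347 and 5640 (in whole brain), 516 and 1644 (strain with hindbrain), 0 and 3 (strain with whole brain) and 406 and 1696 (clozapine), and PC1 lay between 43.6% and 45.0%. Among the transcripts with the lowest means, the median r between the formats was 0.0767, against 0.793 among those with the highest, and 0.248 among those with the lowest SD, and low signal was not separated from low variance.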

Differences from the paper's values

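All tests of this part were set before the result was seen, except where said. A value is said to differ where 1 of the pair is more than 1.5 times the other, so a value that does not differ need not equal the paper's. For transcripts that differ between whole brain and forebrain at an FDR below 0.05, the paper gives 834 and the value here is 4074. Of the alternatives set in advance, only that without mouse DD676 (1043) does not differ from the paper's value, and the 1.0ST arrays (434), C57BL/6J alone (1369) and the others differ. For clozapine the paper gives 0 significant transcripts and the value here is 881 at an FDR below 0.05. Forebrain, whole brain and hindbrain alone and C57BL/6J alone, with 0 each, do not differ, and all others do, among them the mixed model (11) and the hour of kill (316); 1 mean per mouse, added after seeing the data, gives 12. For strain calls in forebrain that were also called between regions, the paper gives 1861 and the value here is 3015; without surrogate variables (2533) and on the 1.0ST arrays (1653) it does not differ, and with the paper's p threshold of 0.01, added after seeing the data, it does (2793).

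For the variance on PC1 the paper gives 90% and the value here is 44.1%; without centring (99.9%) it does not differ, but that component mainly carries the mean level of the transcripts and is near 100% by construction, and with scaled transcripts (24.5%), on the 1.0ST arrays (41.9%), for clusters above 5 (49.1%) and with a mouse left out (43.6% to 45.0%) it does. For the R2 of strain p-values between whole brain and hindbrain the paper shows about 0.34 in Fig. S7, read by eye, and the value here is 0.547; all alternatives differ, among them no surrogate variables (0.616).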

Other observations

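Genes that neuronal activity induces were lower in hindbrain than in forebrain. Of 24 immediate early genes, 19 were lower and none was higher, also adjusted over the list alone (median log2 difference -0.81, camera adjusted p = 5.8e-10, and adjusted p = 0.0770 with an estimated correlation), such as Egr3, a transcription factor (-1.91, SE 0.11, n = 16 mice). Of 26 genes of sterol and fatty acid synthesis, 23 were higher and 1 lower, also adjusted over the list alone (median 0.28, adjusted p = 2.8e-07, and adjusted p = 0.0440 with an estimated correlation), such as Insig1, a regulator of sterol synthesis (0.57, SE 0.04). Of 22 receptor genes that clozapine binds, 11 were lower and 4 higher, also adjusted over the list alone (median -0.15, adjusted p = 0.0103, and adjusted p = 0.110 with an estimated correlation): the muscarinic receptor Chrm1 (-1.94, SE 0.09) and the dopamine receptor Drd1 (-1.80, SE 0.23) were lower, and Chrm2 (0.90, SE 0.07) was higher. Of 19 clock genes, 12 were lower and 2 higher, also adjusted over the list alone (median -0.18, adjusted p = 0.00150, and adjusted p = 0.100 with an estimated correlation), such as Usp2, a ubiquitin protease (-0.78, SE 0.07). Of 29 genes of antigen presentation and interferon response, 16 were higher and 2 lower (15 and 2 adjusted over the list alone; median 0.17, adjusted p = 0.0334, and adjusted p = 0.450 with an estimated correlation), such as Cd74, the invariant chain of class II antigens (0.55, SE 0.08). The olfactory bulb list (5 higher, 10 lower; median -0.32, mean 0.09, test down, adjusted p = 0.547), pituitary (1 higher; adjusted p = 0.709), blood (4 higher; adjusted p = 0.313), hemopoiesis (11 higher, 13 lower; median 0.01, or -0.08 with centred arrays, adjusted p = 0.709), energy metabolism (11 and 5; adjusted p = 0.611), glucocorticoid response (11 and 4; adjusted p = 0.709) and strain variants (7 and 2; adjusted p = 0.520) did not pass.

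Markers of choroid plexus had a lower strain difference in whole brain than in forebrain (median -0.50, camera adjusted p = 1.0e-12, and adjusted p = 0.276 with an estimated correlation), with no gene of the list called (8 lower adjusted over the list alone). In hindbrain the strain difference of Ttr was -1.96 (SE 0.44, n = 8 mice per strain), and that of Hcrt, the hypocretin, -1.46 (SE 0.39).

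Over 16 mice, the hour of kill was correlated with the mean of Per2, a repressor of the clock (r = 0.70, permutation p = 0.0025, adjusted p = 0.0436 over 19 genes; rho = 0.60, permutation p = 0.0161, adjusted p = 0.153; r = 0.65 without the 2 farthest mice), and of Per3 (r = 0.66, permutation p = 0.00459, adjusted p = 0.0436; rho = 0.66, permutation p = 0.00652, adjusted p = 0.124; r = 0.71 without the 2 farthest). By region r was 0.76 and 0.74 in hindbrain, 0.37 and 0.23 in forebrain and 0.41 and 0.35 in whole brain, and the batch is not in the labels. Clozapine mice were killed 40.05 min earlier on average. Their clock list was higher by 0.05 with 1 mean per mouse (exact permutation p = 0.0269, adjusted p = 0.229 over the lists). For the correlations, the means of strain and treatment were first removed from the hour and from each gene.

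That variants shared by blocks of the genome set strain differences was tested on neighbouring genes, before the result was seen. Of 16043 pairs of neighbours, 784 had both genes called between the strains in forebrain, against a mean of 551 and a highest of 630 in 10000 random orders, 1.42-fold the mean, and for hindbrain and forebrain 5636 against 4656, 1.21-fold. For clozapine the count was 33 against 21.6, 1.53-fold, reached in 93 of the 10000 orders. The count of 784 exceeds every random order, but so does that for regions, and the ratio for clozapine is larger, though strain variants do not separate those groups, so the excess does not single out shared variants and its cause stays open.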
